# Defective autophagy in GNE myopathy is rescued by inhibition of noncanonical Akt–mTORC1 activation across multiple isogenic models

**DOI:** 10.1038/s12276-026-01701-7

**Published:** 2026-04-10

**Authors:** Dong-Woo Kim, Eun-Ji Kwon, Hyuk Kwon, Jumee Kim, Hyuk-Jin Cha

**Keywords:** Experimental models of disease, Stem-cell research, Translational research, Drug development, Stem-cell biotechnology

## Abstract

GNE myopathy is a recessive autosomal disease caused by mutations in glucosamine (UDP-*N*-acetyl)-2-epimerase/*N*-acetylmannosamine kinase (GNE), characterized by impaired sialic acid biosynthesis and the formation of rimmed vacuoles. Similar to other autophagic vacuolar myopathies, defective autophagy has been implicated in disease pathogenesis; however, the underlying molecular mechanisms remain poorly understood. By performing transcriptome analysis on two independent GNE myoblast models derived from human pluripotent stem cells, we identified multiple autophagy-related gene sets as pathogenic signatures of GNE myopathy. These predictions were biochemically validated using *Gne*-knockout C2C12 myoblasts. Mechanistically, our data reveal that aberrant activation of the noncanonical AKT–mTORC1 pathway—driven by excessive extracellular matrix production—induces inhibitory phosphorylation of ULK1, thereby suppressing autophagy initiation. To identify therapeutic targets, we performed a transcriptome-based drug screen using gene signature reversal, which nominated copanlisib, an FDA-approved Pi3k inhibitor, as a promising candidate. Functional validation in human pluripotent stem cell-derived neuromuscular organoids demonstrated that copanlisib reactivates autophagy via restoration of ULK1 activity. Together, our findings uncover a mechanistic link between extracellular matrix dysregulation and impaired autophagy in GNE myopathy and highlight copanlisib as a potential therapeutic strategy.

## Targeting AKT mTORC1 pathway offers hope for GNE myopathy

GNE myopathy is a muscle disorder caused by mutations in the *GNE* gene, leading to muscle weakness. Researchers explored this by using stem cells and mouse cell models to study the disease. They found that a process called autophagy is disrupted in GNE myopathy due to overactive mTORC1 signaling, which normally regulates cell growth and metabolism. The team used a drug screen to find potential treatments and identified copanlisib, an FDA-approved drug, as a promising candidate. Copanlisib was shown to restore autophagy in cell models by inhibiting the PI3K pathway, which is linked to mTORC1 activation. This suggests that targeting this pathway could be a new treatment strategy for GNE myopathy. The study highlights the potential of copanlisib as a therapy and suggests that further research could lead to new treatments for patients with this condition.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

GNE myopathy (OMIM #605820) is a progressive muscle disorder caused by loss-of-function mutations in the *GNE* gene, which encodes the bifunctional enzyme glucosamine (UDP-*N*-acetyl)-2-epimerase/*N*-acetylmannosamine kinase, essential for sialic acid (SA) biosynthesis^1–3^. Clinically, the disease is characterized by progressive muscle weakness and atrophy, with symptom onset most commonly occurring in early adulthood, typically in the third decade of life and less frequently in childhood or the fifth decade^4^. Although therapeutic trials using SA or its precursors have been conducted, these approaches have shown limited efficacy^5–7^, underscoring the complexity of the underlying pathophysiology. While *GNE* mutations are well established as the genetic cause, how reduced SA biosynthesis translates into progressive myofiber degeneration remains poorly understood.

Due to the scarcity of relevant cellular models, previous studies have relied on GNE-depleted cell lines^8^ or ectopic expression of mutant *GNE* alleles^9^. However, complete *Gne* knockout (KO) in mice is embryonically lethal^10^, and knock-in mouse models recapitulating human mutations have shown only partial phenotypic overlap^11–15^. More recently, patient-derived induced pluripotent stem (iPS) cells have been differentiated into myoblasts exhibiting key pathological features of GNE myopathy, such as hyposialylation and defective autophagy^16^. In particular, isogenic human pluripotent stem (hPS) cell models generated via base editing allow systematic comparison of multiple *GNE* mutations, enabling the identification of mutation-specific phenotypes, transcriptomic signatures and drug responses^17^.

Autophagy plays an essential role in skeletal muscle homeostasis by recycling damaged organelles and proteins, especially under conditions of nutrient scarcity or metabolic stress^18–20^. This process is tightly regulated by nutrient-sensing pathways, including mTORC1 and AMPK, which converge on ULK1, a key autophagy-initiating kinase^21^. AMPK promotes autophagy by phosphorylating ULK1 at Ser317 and Ser777 during energy stress, while mTORC1 inhibits autophagy through phosphorylation of ULK1 at Ser757, disrupting its interaction with AMPK^22^. Dysregulation of autophagy is a known contributor to muscle atrophy and dystrophy. In skeletal muscle, impaired autophagy leads to reduced regenerative capacity due to muscle stem cell depletion^23–25^, a major concern in energy-demanding tissues^26^. Defective autophagy is also implicated in the formation of rimmed vacuoles, a hallmark of GNE myopathy^5,27^.

In this study, we demonstrate that autophagy-related gene signatures are markedly altered in GNE myopathy models derived from both hPS cells^17^ and the C2C12 myoblast cell line. Transcriptome analysis predicted that constitutive mTOR activation underlies the autophagy defect. To identify potential therapeutic candidates, we performed a connectivity map (CMap)-based drug screen and identified copanlisib, a US Food and Drug Administration (FDA)-approved Pi3k inhibitor, as a top candidate with a gene signature inversely correlated to GNE pathology. We validated that copanlisib restores autophagy in both C2C12 cells and hPS cell-derived neuromuscular organoids (NMOs) by reactivating the ULK1 pathway. These results suggest a mechanistic link between mTOR hyperactivation and defective autophagy in GNE myopathy and support copanlisib as a promising therapeutic approach.

## Material and methods

### Cell culture

C2C12 murine myoblasts were cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 50 μg/ml gentamicin in 5% CO_2_ at 37 °C. Cells were passaged when they reached 60–70% of confluence. They were washed with Dulbecco’s phosphate-buffered saline (DPBS) and detached with 0.25% trypsin–EDTA. Detached cells were rinsed with DMEM/F-12 medium and plated on a tissue culture dish. For glucose starvation, cells were washed twice with DPBS and cultured in DMEM without glucose, while for the general starvation condition, cells were washed twice with DPBS and cultured in Earle’s Balanced Salt Solution (EBSS). Human embryonic stem (hES) cells WA09 (H9; WiCell Research Institute) and the isogenic I329T mutant line were used in this study. The I329T hES cell line was generated from WA09 via base editing, as previously described^17^. hES cells were cultured at 37 °C in mTeSR1 medium (STEMCELL Technologies, #85850) on Corning Matrigel-coated culture dishes (#354277). Cells were dissociated using Versene solution (Thermo Fisher Scientific) upon reaching 70–80% confluency, passaged every 4 days and maintained in mTeSR1 medium, which was replaced daily. For improved cell attachment, 10 μM Y-27632 (Gibco) was added as needed.

### Bulk RNA-seq processing and analysis

Low-quality bases and adapter sequences bases were trimmed using TrimGalore (www.bioinformatics.babraham.ac.uk/). The trimmed reads were aligned to the mouse (GRCm39) or human (GRCh38) reference genome, as appropriate, using STAR (v2.7.3a). Transcript abundance, including expected read counts and transcripts per million, was quantified using RSEM (v1.3.3) with the corresponding gene annotations. Differential expression analysis was performed using the DESeq2 R package (v1.34.0). Raw read counts were normalized using the median of ratios method implemented in DESeq2. Differentially expressed genes (DEGs) were defined as those with an absolute log_2_ fold change (|log_2_FC|) >1 and an adjusted *P* value <0.05. The BAM files and preprocessed data are available available in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE278862.

### Differential expression analysis and functional enrichment

To analyze differential gene expression between the control (normal, wild type (WT)) and disease (I329T, *Gne* KO) groups, we used Wald tests and moderated *t*-tests, implemented in the R packages DESeq2 (v3.15) and limma (v3.54), respectively. In addition, for the clinical data, DEGs between normal and affected samples were identified using moderated *t*-tests within the limma package. DEGs were identified using cutoffs of a false discovery rate (FDR)-adjusted *P* value <0.01 and an absolute fold change >2. To investigate the signaling pathways associated with these DEGs, a hypergeometric test was performed using gene sets from MSigDB Hallmark, Reactome, Kyoto Encyclopedia of Genes and Genomes, and Gene Ontology (GO). The resulting FDR-adjusted *P* values were transformed into −log_10_(FDR) values to score the significance of each pathway. In addition, gene set enrichment analysis (GSEA) was conducted to identify pathways significantly overrepresented at the top or bottom of ranked gene lists obtained from the differential expression analysis between different comparison groups (for example, I329T versus normal, *Gne* KO versus WT and PC1 high versus PC1 low). The GSEA was performed using the R package fgsea with the following parameters: minSize = 10, maxSize = 500 and nperm = 100,000. The pathway score was defined as the product of −log_10_(FDR) and the sign of the normalized enrichment score (NES), reflecting both statistical significance and the direction of the enrichment.

### Quantitative GO term analysis and pathway categorization

To quantitatively compare the relative contribution of biological processes highlighted by transcriptomic analyses, GO enrichment results were further analyzed beyond simple pathway counts. GO biological process (BP) terms were first ranked by FDR, and the top 110 enriched GO terms were selected for downstream analysis. To restrict the analysis to biologically meaningful pathways, only GO terms with an absolute NES (|NES|) ≥1 were retained. To account for both enrichment strength and statistical significance while minimizing bias arising from unequal numbers of GO terms per category, we calculated an integrated enrichment score for each biological category. Specifically, for each category, an integrated score was computed as the mean value of |NES| × –log_10_(FDR) across all GO terms assigned to that category. This metric capture both the magnitude and robustness of pathway enrichment without relying on raw GO term counts. GO terms were manually grouped into major biological categories, including cell cycle/metabolism, stress response, protein homeostasis, autophagy and others, based on functional annotations. The resulting category-level scores were used for comparative visualization and interpretation of pathway-level perturbations across GNE-deficient models.

### Integration of existing transcriptome data with produced transcriptome data

To integrate the existing transcriptome data with our newly generated transcriptome data, we performed principal component analysis (PCA). First, we identified 2,758 DEGs (adjusted *P* value <0.05) between normal and I329T. From these DEGs, we selected the top 500 genes with the highest variance across the normal, V727M, R160Q, I588T and I329T samples. Among these, 413 overlapping genes were identified. Using the expression values of these 413 genes, we performed PCA analysis on both the five existing samples (WT, V727M, R160Q, I588T and I329T) and our newly generated C2C12 *Gne* WT and KO samples by using their normalized counts. In addition, we calculated the Pearson correlation of the expression values of the 413 genes to assess the relationship between our generated samples and the existing ones.

### Single-cell data analysis

Using the SEURAT package, we identified markers for each of the two control and the single GNE samples at the late induced myogenic precursor cell (iMPC) stage from PRJNA739168 by applying the FindMarkers function. To assign pathway activity scores for each sample, we performed gene set variation analysis (GSVA) using the R package gsva, with the log_2_FC values of the respective markers as input. To further investigate the signaling pathways associated with these markers, we conducted a hypergeometric test using the MSigDB Wikipathways gene sets. The resulting FDR-adjusted *P* values were transformed into −log_10_(FDR) values to quantify the significance of each pathway.

### Autophagosome/autolysosome imaging

Both WT and *Gne* KO C2C12 myoblasts were transfected with pDEST-CMV mCherry-GFP-LC3B (#123230, addgene) using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s protocol. When the cells reached approximately 70% confluence, 3 µg of plasmid DNA was used for transfection. In the case of glucose deprivation, cells were washed three times with DPBS and changed to DMEM, no glucose (#11966025, Gibco) with 10% FBS and 50 μg/ml gentamicin. TCS SP8 confocal microscope (Leica) was used for imaging samples.

### Identification of potential therapeutics for GNE myopathy using CMap data

We aimed to identify potential drugs that could reverse the effects of GNE myopathy by utilizing CMap data. To achieve this, we used two similarity measures: Pearson correlation and cosine similarity, comparing the logFC values from GNE myopathy models with the drug-induced gene expression signatures found in CMap across various core cell lines. The first dataset comprised level 5 CMap data, which contains drug-induced gene expression signatures for 978 landmark genes across 9 core cell lines: A375, A549, HCC515, HEPG2, MCF7, PC3, VCAP, HT29 and HA1E. To ensure the quality and relevance of the data, we selected only samples with QC_pass = 1 and Pert_time = 24 h, and we limited our analysis to compounds with standardized nomenclature. The second dataset included logFC values for 978 genes derived from four GNE myopathy variants (V727M, R160Q, I588T and I329T), compared with WT controls. Of the 978 genes, 964 were common between the CMap data and the GNE myopathy models, and these overlapping genes were used for the analysis. Drugs with large negative Pearson correlation and cosine similarity values were considered promising candidates for counteracting GNE myopathy. Based on this criterion, we selected the top ten drugs with the most significant negative similarity scores for each cell line. Notably, mTOR and PI3K inhibitors identified among the top ten candidates in MCF7, A549 and PC3 cell lines are summarized in Supplementary Fig. 6e. The full list of these compounds is provided in Supplementary Fig. 6g.

### Generation of NMOs from hPS cells

NMOs were produced from hES cells as previously described^28^. hPS cells were dissociated into single cells using Accutase when cultures reached 70–80% confluency. A total of 1.3–1.5 × 10⁶ cells were counted and seeded onto Matrigel-coated six-well plates. Due to inherent differences in growth rate and clonal heterogeneity, seeding density was optimized for each cell line. On day 0, to mitigate dissociation-induced stress, 10 μM Y-27632 (ROCK inhibitor) was added to the NMO basal medium, which also contained 3 μM CHIR99021 and 40 ng/ml basic fibroblast growth factor. The NMO basal medium consisted of a 1:1 mixture of Advanced DMEM/F12 (supplemented with 1× N2) and Neurobasal medium (supplemented with 1× B27, 2 mM L-glutamine, 75 μg/ml bovine serum albumin fraction V and 0.1 mM 2-mercaptoethanol). On day 1, the medium was refreshed with the same formulation excluding Y-27632, and from day 1 to day 3, media were replaced daily. Neuromesodermal progenitors were generated using this two-dimensional induction protocol. On day 3, neuromesodermal progenitors were dissociated into single cells using Accutase and seeded at 8,000 cells per well into ultralow-attachment 96-well plates. Cell numbers were quantified using a Countess III automated cell counter. Aggregation was initiated by centrifuging the plates at 350*g* for 2 min. For organoid formation (day 0 of three-dimensional culture), each well received 100 μl of NMO basal medium supplemented with 50 μM Y-27632, 10 ng/ml basic fibroblast growth factor, 2 ng/ml insulin-like growth factor 1 (IGF1) and 2 ng/ml hepatocyte growth factor (HGF). On day 2, 50 μl of medium was removed and replaced with 100 μl of fresh NMO basal medium containing 2 ng/ml IGF1 and 2 ng/ml HGF. On day 4, medium was completely replaced with NMO basal medium without additional growth factors and was subsequently refreshed every two days. On day 10, organoids were transferred to 60-mm ultralow-attachment dishes containing 5 ml of NMO basal medium. On day 30, they were further transferred to 100-mm Petri dishes containing 12 ml of medium. Medium was changed every other day. During transfers, pipette tips were trimmed with autoclaved scissors to enable gentle handling of organoids. Starting on day 10, organoids were maintained on an orbital shaker at 75 rpm to promote maturation.

### Immunocytochemistry of organoids

Organoids were collected at designated time points (day 25 and day 50 of differentiation), washed once with DPBS and fixed in 4% paraformaldehyde at 4 °C for 1–2 h, depending on the culture duration. Following fixation, samples were washed three times with DPBS and incubated in 30% sucrose at 4 °C overnight until organoids fully sank, indicating complete infiltration. Organoids were embedded in Tissue-Tek OCT compound using embedding molds. For cryopreservation, isopentane (2-methylbutane) was partially solidified by placing a metal container in a Styrofoam box filled with liquid nitrogen. Once the isopentane turned opaque, embedding molds were rapidly immersed and frozen. Frozen blocks were stored at –80 °C until sectioning. Cryosections were cut at 10 μm thickness using a Leica cryostat set to –19 °C and mounted onto glass slides. Before staining, slides were brought to room temperature and washed with 0.3% Triton X-100 in DPBS to remove residual OCT compound. Sections were then blocked for 1 h at room temperature using either 5% normal goat serum or 4% bovine serum albumin in DPBS. Primary antibodies were diluted in the same blocking buffer and applied to sections for overnight incubation at 4 °C. Antibodies included anti-LC3B (1:100; Cell Signaling Technology, #2775S), SNA lectin (1:400; Vector Laboratories, FL-1301), anti-MYOD (1:400; Cell Signaling Technology, #13812S), anti-Fast myosin heavy chain (MyHC; 1:200; Sigma-Aldrich, M1570) and anti-β-tubulin III/Tuj1 (1:500; Biozol, GTX129913-25). The following day, slides were washed three times with DPBS and incubated with fluorophore-conjugated secondary antibodies for 1–1.5 h at room temperature. After three additional washes with DPBS, nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 1 μg/ml) for 10 min and washed once more. Finally, sections were mounted using ProLong Gold Antifade Reagent.

### Statistical analysis

The graphical and quantitative data were presented as mean ± standard deviation. Statistical significance among the three groups and between groups was determined using one-way or two-way analysis of variance (ANOVA) following Tukey’s post-hoc test and Student’s *t-*test, respectively. Statistical analysis was performed with GraphPad Prism 8 software (https://www.graphpad.com/scientific-software/prism/). Significance was assumed for *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***) and *P* < 0.0001 (****).

## Results

### Transcription analysis of isogenic GNE myopathy models derived from hPSCs

Previously, we reported that myoblasts derived from hPS cells harboring the *GNE* I329T mutation—located in the epimerase domain and frequently observed in Asian populations^29^—exhibited pronounced pathogenic phenotypes compared with their isogenic WT counterparts (hereafter referred to as normal)^17^ (Fig. 1a). Two transcriptomic datasets of *GNE*-mutant hPSC-derived myoblasts, particularly those harboring the I329T mutation (hereafter referred to as I329T), are currently available: (1) hES cell-derived myoblasts (normal versus I329T) generated in our prior study^17^, and (2) GNE patient iPS cell-derived myoblasts (control 1 and control 2 versus GNE) from a previous study (PRJNA739168)^16^ (Supplementary Fig. 1a).

**Fig. 1:**
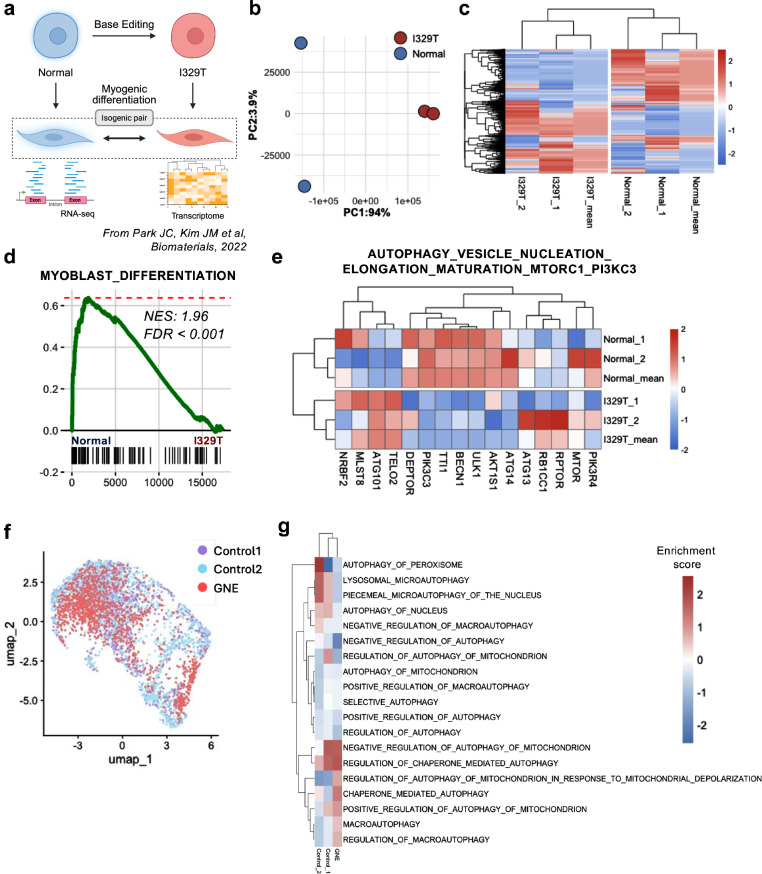
Transcriptional analysis from isogenic GNE myopathy models derived from hPS cells. **a**, Diagram of normal hPS cells, an isogenic *GNE* I329T hPSC line (I329T mutation introduced by ABE), myogenic differentiation into paired GNE myoblasts (normal and I329T) and subsequent bulk RNA-seq and transcriptome analysis. **b**, PCA of normal (blue) and I329T (red) myoblasts. **c**, Hierarchical clustering heatmap of gene expression profiles in normal and I329T cells. **d**, GSEA plot displaying the enrichment for the gene set ‘MYOBLAST_DIFFERENTIATION’ in gene rank based on differential expression between the I329T versus normal. **e**, Heatmap of gene expression patterns for the ‘AUTOPHAGY VESICLE NUCLEATION ELONGATION MATURATION MTORC1 Pi3kC3’ gene set in normal and I329T cells. **f**, Uniform Manifold Approximation and Projection (UMAP) of single-cell data from control 1, control 2 and GNE myopathy patient iPS cells differentiated into myoblasts. **g**, Heatmap of GSVA enrichment scores for autophagy-related gene set in myoblasts differentiated from control 1, control 2 and GNE myopathy patient samples.

PCA (Fig. 1b) and heatmap visualization (Fig. 1c) of gene expression profiles clearly distinguished I329T cells from normal cells, underscoring their transcriptional divergence. Differential expression analysis further revealed downregulation of genes involved in myogenic differentiation (Fig. 1d) and muscle development (Supplementary Fig. 1b) in I329T cells, consistent with findings from patient-derived iPS cell models^16^.

Given the established link between defective autophagy and GNE myopathy^30^, as reported in patient tissues^31^ and in vitro models^32,33^, we examined gene signatures derived from DEGs between normal and I329T myoblasts. GO BP analysis revealed strong enrichment of autophagy-related gene signatures (Supplementary Fig. 1c), which were visualized as relative expression changes (Fig. 1e and Supplementary Fig. 1d,e).

Notably, a separate myoblast model derived from GNE patient iPS cells (that is, control versus GNE)^16^ (Fig. 1f), similarly showed disruption of autophagy gene signatures (Fig. 1g), reinforcing the notion that autophagy impairment is a key pathogenic feature of GNE myopathy.

### Establishment of Gne-KO myoblasts

To complement transcriptome-based predictions (Fig. 1) and elucidate the mechanism underlying defective autophagy, we sought an alternative to the labor-intensive differentiation of GNE myoblasts from hPS cells. A stable and reproducible cell model that recapitulates key pathogenic features—namely hyposialylation and impaired autophagy—would provide a robust platform for biochemical validation and mechanistic studies (Fig. 2a). To this end, we used the mouse C2C12 myoblast cell line (WT) to generate an isogenic *Gne*-KO model, hereafter referred to as WT and KO to clearly distinguish this system from the human hPS cell-derived models used elsewhere in the study. Using CRISPR–Cas9-mediated genome editing, an indel mutation was introduced into exon 2, resulting in a premature stop codon (Supplementary Fig. 2a,b). Thus, KO cells express a truncated Gne protein lacking both the epimerase and kinase domains compared with WT (Fig. 2b).

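The mouse Gne gene lies on chromosome 4 of GRCm39 from 44034074 to 44084187, on the minus strand of the GENCODE vM39 annotation. The wild-type stretch read from Supplementary Fig. 2a, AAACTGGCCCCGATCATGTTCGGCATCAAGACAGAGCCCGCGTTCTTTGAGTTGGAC, matches chromosome 4 at a single place, from 44066793 to 44066849. It falls in a coding exon from 44066755 to 44066960, which is exon 2 of 12 in the transcript Gne-201. The guide drawn there reads CTTGATGCCGAACATGATCG from its 5′ end and is followed by a GGG PAM. The edited stretch, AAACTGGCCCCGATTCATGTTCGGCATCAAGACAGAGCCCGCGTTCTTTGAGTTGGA, carries 1 additional T on the coding strand, between 44066835 and 44066836 and beside an existing T. Translated in the frame of Gne-201, the drawn stretch begins at codon 55. The edited frame reads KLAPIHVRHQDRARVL and then meets a stop at codon 71. In another transcript, Gne-202, the same stop falls at codon 40. In the RNA sequencing of the C2C12 lines, a single library of each, Gne had a value of 6.67 FPKM in the WT library and 7.34 FPKM in the library labelled KO. The log2 fold change, on the log2(value + 1) scale, was 0.12. The amount of Gne RNA was therefore not lower in the library labelled KO, and it does not by itself tell which library carries the edit.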

**Fig. 2:**
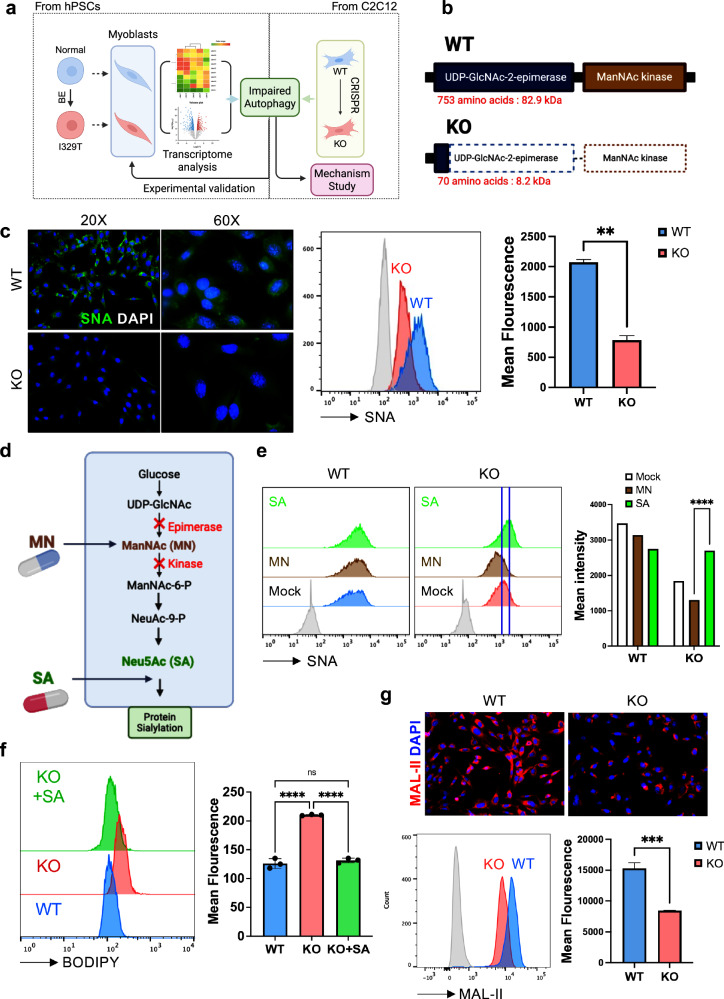
Establishment of *Gne*-KO myoblasts. **a**, Schematic overview of experimental strategies using isogenic pairs of hPS cells (normal and I329T) and C2C12 cells (WT and KO). **b**, Graphical description showing the enzyme domain of both WT and KO cells. Dashed boxes indicate the deleted regions in KO cells. **c**, Immunofluorescence images (left) of WT and KO cells stained with SNA (green) and DAPI (blue). Histogram (middle) and bar graph (right) of mean fluorescence intensity of SNA in WT and KO cells by flow cytometry. The gray peak represents the unstained control. Statistical analysis was performed using unpaired *t*-test (*P* = 0.0022). **d**, Graphical description of the experimental overview for the treatment with *N*-acetylmannosamine (MN) and SA. **e**, Histogram (left) and bar graph (right) of mean fluorescence intensity of SNA in WT and KO cells after treatment with MN and SA. The gray peak represents the unstained control. Statistical analysis was performed using two-way ANOVA (*P* < 0.0001). **f**, Histogram (left) and bar graph (right) of mean fluorescence intensity of BODIPY in WT, KO and KO after treatment with SA (1 mM, 5 days). Statistical analysis was performed using one-way ANOVA (*P* < 0.0001). **g**, Immunofluorescence images (top) of WT and KO cells stained with MAL-II (red) and DAPI. Histogram and bar graph (bottom) of mean fluorescence intensity of MAL-II in WT and KO cells by flow cytometry. The gray peak represents the unstained control. Statistical analysis was performed using unpaired *t*-test (*P* = 0.0002).

Loss of Gne function in KO cells was confirmed by pronounced hyposialylation, visualized via Sambucus nigra agglutinin (SNA) lectin staining, which specifically detects terminal α (2,6)-linked SA residues (Fig. 2c). As reduced sialylation is closely associated with disease severity in GNE myopathy^17^, possibly through induction of oxidative stress^34^, supplementation with *N*-acetylmannosamine (ManNAc), SA, or their metabolic intermediates has been explored as a therapeutic strategy^35^. However, clinical outcomes have been inconsistent^6,36,37^.

ManNAc supplementation selectively rescues protein sialylation in epimerase-domain mutants, while SA supplementation exerted broader effects (Fig. 2d). In our KO cells, which lack both epimerase and kinase activity, SA restored sialylation, but ManNAc—requiring functional ManNAc kinase—did not (Fig. 2e). Supporting previous reports of elevated glycosphingolipid levels in *GNE* knock-in mice and blood plasma from patients with GNE myopathy^38^, 4,4-difluoro-4-bora-3a,4a-diaza-s-indacene (BODIPY) staining, which reflects lipid accumulation in sphingolipid- and glycosphingolipid-enriched compartments^39^, was markedly increased in KO cells and reduced upon SA treatment (Fig. 2f). Hyposialylation in KO cells was further validated using *Maackia amurensis* lectin II (MAL II), which preferentially binds α(2,3)-linked SAs (Fig. 2g).

### Defective autophagy in *Gne*-KO cells upon nutrient deficiency

Despite the clear evidence of hyposialylation in *Gne*-KO cells (Fig. 2), overt phenotypic changes indicative of myopathy were less apparent under standard culture conditions, as reflected by the comparable proliferation rates of WT and KO cells (Fig. 3a). However, under glucose deprivation—a key metabolic stress condition highly relevant to skeletal muscle physiology, including energy metabolism^40^ and autophagy regulation^41^—KO cells exhibited significantly increased susceptibility to cell death (Fig. 3b). Given the high metabolic demands of muscle tissue and its reliance on a constant energy supply, basal autophagy plays a crucial role in maintaining energy homeostasis. We therefore hypothesized that the autophagy impairment predicted by transcriptome analysis (Fig. 1) could underlie the heightened vulnerability of KO cells during glucose starvation, as observed in Fig. 3b.

**Fig. 3:**
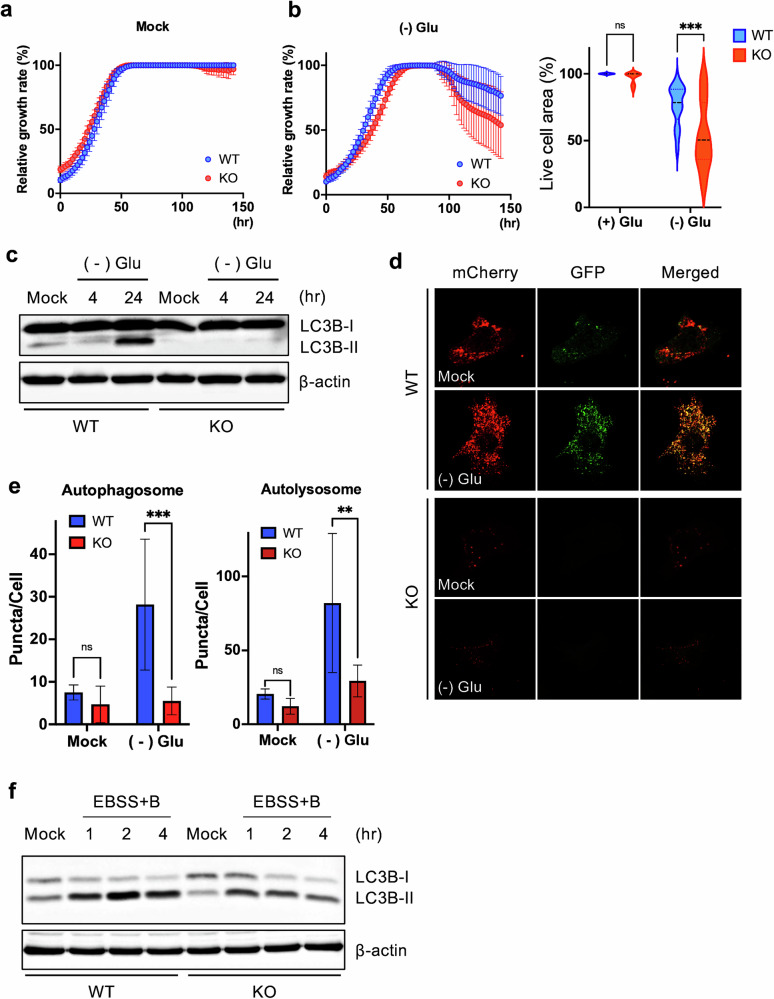
Defective autophagy in *Gne*-KO cells upon nutrient deficiency. **a**, Graph showing live cell area of WT and KO cells measured every 2 h over 142 h under mock ((+) Glu) condition. **b**, Graph (left) showing live cell area measured every 2 h over 142 h under glucose deprivation ((−) Glu) condition and violin plot (right) showing live cell area at 142 h. Statistical analysis was performed using two-way ANOVA (*P* = 0.0008). **c**, Immunoblot analysis of WT and KO cells showing LC3(I/II) levels under mock conditions and after 4 and 24 h of glucose starvation. **d**, Immunofluorescence images of WT and KO cells transiently expressing mCherry-GFP-LC3 under mock conditions and 24 h glucose starvation conditions. **e**, Bar graphs showing the number of puncta per cell for both autophagosomes and autolysosomes. Puncta expressing both GFP and mCherry, appearing yellow, were counted as autophagosomes, while puncta expressing only mCherry were counted as autolysosomes. Statistical analysis was performed using two-way ANOVA (*P* = 0.0001, 0.0013). **f**, Immunoblot analysis of WT and KO cells showing LC3(I/II) levels under mock conditions and after 1, 2 and 4 h of EBSS starvation with Bafilomycin A1.

Indeed, defective autophagy under glucose-starved conditions [(−) Glu] was confirmed by a marked reduction in LC3-phosphatidylethanolamine conjugate (LC3-II) levels in KO cells, indicating impaired autophagosome formation (Fig. 3c). This defect was further validated using an mCherry-GFP-LC3 reporter construct, which distinguishes autophagosomes (yellow puncta: GFP^+^ mCherry^+^) from autolysosomes (red puncta: GFP^–^ mCherry^+^)^42^ (Fig. 3d). Under glucose withdrawal, WT cells displayed a robust increase in both autophagosomes and autolysosomes, whereas KO cells showed a significant reduction in both compartments (Fig. 3e).

To further assess autophagic flux, we induced autophagy using EBSS, which lacks amino acids and serum, in the presence of bafilomycin A1, a lysosomal inhibitor that blocks autophagosome–lysosome fusion^43^. Under these conditions, LC3B-II accumulation was substantially reduced in KO cells compared with WT cells (Fig. 3f), consistent with results from the mCherry-GFP-LC3 reporter assay (Supplementary Fig. 3). Collectively, these findings demonstrate that autophagosome formation and autophagic flux are disrupted in KO cells under nutrient-deprived conditions. Notably, autophagy dysfunction has been proposed as a pathogenic mechanism contributing to rimmed vacuole formation in GNE mouse models^15^, and similar defects have been independently reported in various cell-based models^16,32,33^. These findings support the *Gne*-KO cell line as a reliable and practical platform for investigating the mechanistic basis of autophagy impairment in GNE myopathy, offering a scalable alternative to the labor-intensive generation of myoblasts from GNE hPS cells.

### Upregulated Pi3k/AKT/mTOR signaling in *Gne*-KO cells

To investigate upstream mechanisms contributing to impaired autophagosome formation in the *Gne*-KO cells, we performed a phospho-kinase proteome profiling assay. Among the 44 phosphoproteins assessed, we observed increased phosphorylation of GSK3α/β (Ser9 and Ser9/21), RSK1/2 (Ser221/227) and STAT3 (Ser727) in KO cells (Fig. 4a). The functions of these phosphorylation events and their upstream kinases are summarized in Fig. 4b. Notably, increased inhibitory phosphorylation of GSK3β (Ser9)—a well-established downstream event of AKT activation—was observed in KO cells (Fig. 4a, (a) and (b)). This finding was further supported by reduced phosphorylation of CREB (Ser129), a direct downstream target of active GSK3β (Supplementary Fig. 4a). Together, these data indicate aberrant activation of the PI3K–PDK1–AKT signaling axis in KO cells, as summarized schematically in Fig. 4c.

**Fig. 4:**
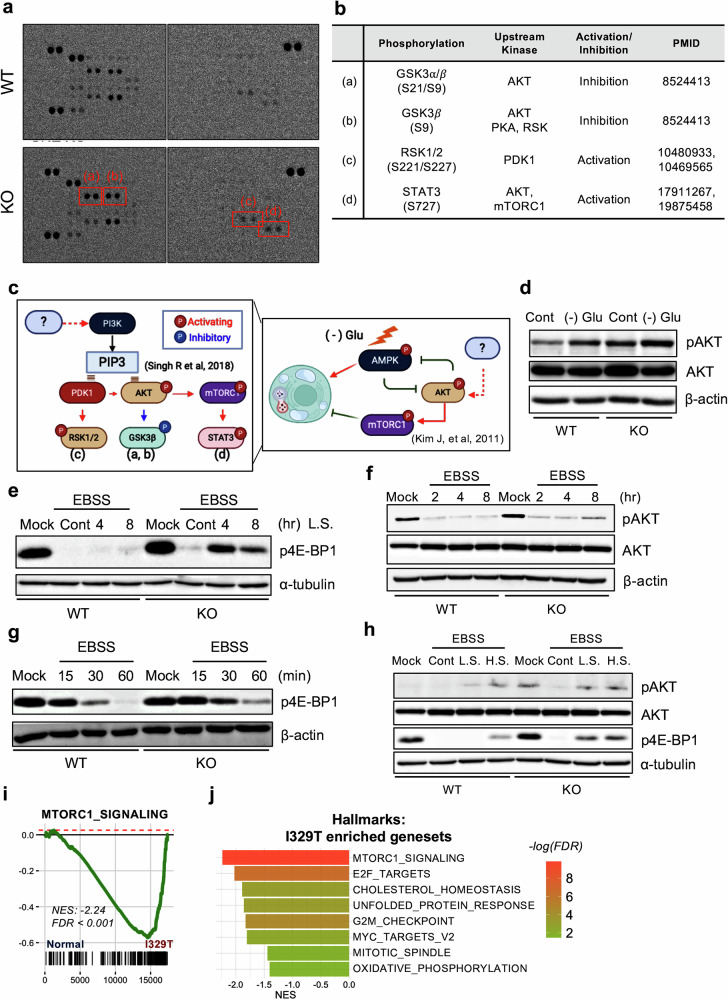
Upregulated Pi3k/AKT/mTOR signaling in *Gne*-KO cells. **a**, Representative image of immunoassay-based phospho-kinase proteome profiler in both WT and KO cells, highlighting (a) GSK3α/*β* (S21/S9); (b) GSK3*β* (S9); (c) Rsk1/2 (S221/S227); and (d) Stat3 (S727) with red boxes. **b**, Table showing the roles of phosphorylation and their corresponding upstream kinases. **c**, Graphical description of the hypothesis regarding the signaling pathway, showing protein phosphorylation and interactions between upstream proteins. **d**, Immunoblot analysis of WT and KO cells showing total AKT and AKT phosphorylation at the serine 473 residue (S473) under mock conditions and 24 h glucose starvation conditions. **e**, Immunoblot analysis of WT and KO cells showing 4E-BP1 phosphorylation at the serine 65 residue (S65) under mock conditions and after 0, 4 and 8 h of EBSS treatment. Mock: DMEM with 10% FBS; Cont.: EBSS without FBS; L.S.: EBSS with 1% FBS. **f**, Immunoblot analysis of WT and KO cells showing total AKT and AKT(S473) phosphorylation under mock conditions and after 0, 2, 4 and 8 h of EBSS treatment. **g**, Immunoblot analysis of WT and KO cells showing 4E-BP1(S65) phosphorylation under mock conditions and after 0, 15, 30 and 60 min of EBSS treatment. **h**, Immunoblot analysis of WT and KO cells showing total AKT and AKT (S473) and 4E-BP1 (S65) phosphorylation under mock conditions and after 4 h of EBSS treatment under low- and high-serum conditions. L.S.: 1% FBS; H.S.: 10% FBS. **i**, GSEA plots displaying the enrichment for the gene set ‘MTORC1_SIGNALING’ in gene rank based on differential expression between the I329T versus normal. **j**, Bar graph illustrating the enrichment score for MSigDB hallmark gene sets in DEGs of I329T cells compared with normal cells, quantified through GSEA.

Notably, increase of active phosphorylation of AKT has also been reported in human *GNE*-knockdown cells^8^, further supporting these signaling alterations in the KO model. Given that AMPK and AKT–mTORC1 have opposing roles in autophagy regulation^22^, the defective autophagy observed under glucose or nutrient deprivation in KO cells (Fig. 3) may result from reduced AMPK activation and/or enhanced AKT signaling. Consistently, phosphorylated AKT remained elevated in KO cells even during glucose starvation, with comparable total AKT levels (Fig. 4d). To evaluate mTORC1 activity, we examined phosphorylation of 4E-BP1, a direct downstream target of mTORC1. While phospho–4E-BP1 levels were similar between WT and KO cells under 10% serum, KO cells maintained elevated phosphorylation even under low serum (1%) conditions (Fig. 4e). Normally, nutrient withdrawal (for example, EBSS treatment) suppresses AKT–mTORC1 signaling and activates AMPK. However, in KO cells, EBSS-induced reductions in phospho-AKT (Fig. 4f) and phospho–4E-BP1 (Fig. 4g) were markedly blunted. Moreover, AKT and mTORC1 signaling persisted even in EBSS with low serum (Fig. 4h), suggesting that KO cells are predisposed to hyperactivation of this pathway.

To determine whether these findings reflect transcriptional alterations seen in human GNE myopathy, we revisited gene expression data from normal versus I329T, hES cell-derived myoblasts. GSEA confirmed upregulation of mTORC1 signaling (Fig. 4i,j). In parallel, single-cell RNA sequencing (RNA-seq) analysis of myogenic progenitors from two control lines (control 1 and control 2) and one GNE patient iPS cell line (GNE) revealed distinct clustering: clusters 1, 5 and 7 were enriched in control cells, while clusters 0 and 8 were predominant in GNE samples (Supplementary Fig. 4b,c). Notably, cluster 8 showed enrichment for focal adhesion and PI3K–AKT–mTOR signaling pathways (Supplementary Fig. 4d), whereas control-enriched clusters were associated with muscle contraction pathways (Supplementary Fig. 4e). Together, these data demonstrate that aberrant PI3K–AKT–mTORC1 activation observed in the C2C12-KO model (Fig. 4) closely parallels transcriptomic features of human GNE myopathy across both hES cell-derived (normal versus I329T) and hiPS cell-derived (control versus GNE) myoblast models, supporting its utility as a mechanistic system.

### High focal adhesion by ECM production for AKT activation in *Gne*-KO cells

We identified defective autophagy in *Gne*-KO cells (Fig. 3), consistent with predictions from transcriptome analyses of two independent hPSC-based disease models (Figs. 1 and 3). This defect was accompanied by pronounced hyposialylation (Fig. 2) and aberrant activation of the AKT–mTORC1 signaling axis, which persisted even under serum-deprived conditions (Fig. 4). To investigate the potential drivers of this atypical AKT activation, we analyzed transcriptome datasets from both isogenic hES cell-derived myoblasts (normal and I329T) and C2C12 cells (WT and KO) (Fig. 5a). 

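C2C12 is an immortalised mouse myoblast line, and the KO line was derived from it by editing of Gne. The transcriptome data analysed here are 2 libraries of polyadenylated RNA, 1 from WT and 1 from KO cells. The hES cell-derived myoblasts were not analysed here. With 1 library per line, no difference between the lines has a replicate check. The supplementary methods state that 1 µg of total RNA and a directional MGI kit were used, with reads of 100 bp on an MGI sequencer. The deposited sample description instead states 2 µg of RNA, an Illumina stranded kit and reads of 75 bp. According to the methods, reads were trimmed with TrimGalore, aligned to GRCm39 with STAR and quantified with RSEM. The deposited files give 1 value per gene symbol and name no unit. The values summed to 568543 in the WT library and 574253 in the library labelled KO, and were taken as FPKM, fragments per kilobase of transcript and per unit of sequencing depth, from these totals and from the steps between low values. A TPM table restricted to these genes is not excluded and would give the same fold changes up to 1 factor per library. The number of reads is unknown. Among 406 genes with values between 0.02 and 0.1 in both libraries, the most frequent ratio of the library labelled KO to WT was 1.13, the ratio that would arise if the WT library held that many times more reads. The range of these low values was set after the values were seen. Each library had values for 21853 entries, of which 13721 in WT and 13601 in the library labelled KO were above 0. Fold changes were computed as log2((KO + 1)/(WT + 1)), a scale that understates the change of low genes, for the 10542 genes with a mean of at least 1 FPKM. The median log2 fold change of these genes was 0.0061, and the values were used as deposited, without further scaling.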

PCA revealed two distinct clusters based on the presence or absence of pathogenic phenotypes (Supplementary Fig. 5a). KO cells clustered closely with pathogenic hES cell-derived mutants (R160Q, I588T and I329T), while WT cells clustered with the normal and V727M groups—the latter known to retain near-normal SA synthesis^17^ (Supplementary Fig. 5b).

**Fig. 5:**
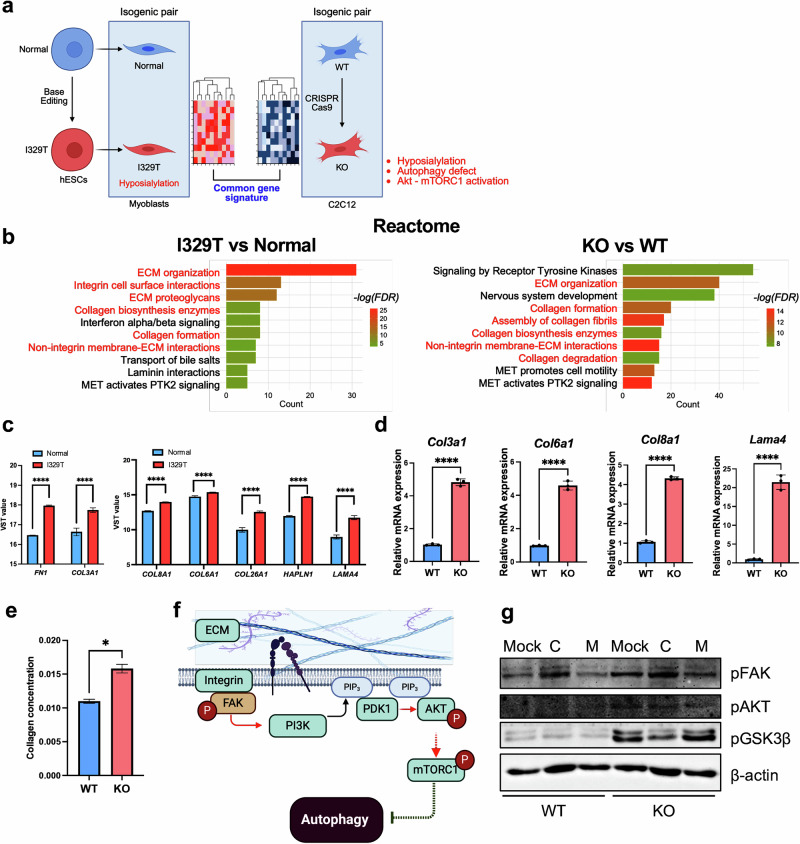
High focal adhesion by ECM production for AKT activation in *Gne*-KO cells. **a**, Graphical description comparing the common gene signatures of two isogenic pairs generated from hES cells (H9) and C2C12 myoblasts. **b**, Enriched MSigDB Reactome gene sets for upregulated genes in I329T cells compared with normal cells (left) and KO cells compared with WT cells (right). **c**, Variance-stabilized (VST) RNA-seq expression values of multiple ECM protein-encoding genes from normal and I329T myoblasts. **d**, Real-time polymerase chain reaction (PCR) data of multiple ECM protein-encoding genes from WT and KO cells. Statistical analysis was performed using unpaired *t*-test (*P* < 0.0001). **e**, Concentration of soluble collagen secreted by WT and KO cells after 3 days of seeding on a 100-mm dish. Statistical analysis was performed using unpaired *t*-test (*P* = 0.0104). **f**, Graphical description of ECM-mediated signal transduction on the Pi3k–AKT–mTOR axis and autophagy. **g**, Immunoblot analysis of WT and KO cells showing phosphorylation of pFAK (Y576/577), pAKT (S473) and pGSK3β (S9) on a normal culture dish (Mock), collagen-coated dish (C) and Matrigel-coated dish (M). hESCs, hES cells.

Given that the I329T variant exhibits the most severe pathogenicity^17^, we compared DEGs between normal and I329T myoblasts with DEGs between KO and WT cells. 

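For KO against WT C2C12 cells, 299 of the 10542 genes past the filter were more than 2-fold higher in the library labelled KO and 362 were more than 2-fold lower. These are shares of 2.84% and 3.43%. The interquartile range of the log2 fold change ran from -0.21 to 0.23. The adjusted P values that the methods combine with this fold change could not be computed from single libraries, so these counts rest on the size of the change alone. The counts moved most with a pseudocount of 5, which gave 102 higher and 176 lower genes. Of the 362 lower genes, 81 lay in a single stretch of chromosome 8, between 79456724 and 96615190 in GRCm39, where 114 of 118 genes were lower. Among the 8572 genes with a mean of at least 5 FPKM, the genes with the largest rise on the log2(value + 1) scale were Tmem176a and Tmem176b, which are adjacent on chromosome 6. Tmem176a went from 1.71 to 136 FPKM and Tmem176b from 3.54 to 217 FPKM. They were followed by Plac8, which rose from 0.074 to 29.8 FPKM, Col1a1 and Postn. Postn rose from 0.44 to 33.9 FPKM. On the same scale the largest fall was that of Stmn2, from 89.3 to 0.064 FPKM. Igfbp2 and Myod1 had 60.05 and 59.97 FPKM in the WT library and were listed at 0 in the library labelled KO. Igfbp5 fell from 85.9 to 1.36 FPKM and Igfbp3 from 37.2 to 0.052 FPKM. This order depends on the pseudocount, and with a pseudocount of 0.1 only Plac8, then ranked 1, was shared among the 5 largest rises.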

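Reactome gene sets of collagen, integrin and ECM biology were compared between the libraries. Each set was described by the median log2 fold change of its genes past the filter and by the percentile of that median among 10000 random gene lists of the same size, matched on mean expression. These percentiles describe the 2 libraries and are not a test of the genotype. Extracellular matrix organization had a median of 0.15 over 126 genes, with 12 genes more than 2-fold higher and 4 more than 2-fold lower. Its share of higher genes was 9.52%, against 2.84% of all genes. Collagen formation had a median of 0.36 over 35 genes, of which 8 were more than 2-fold higher and 0 lower. The median was 0.50 for assembly of collagen fibrils, 0.48 for collagen biosynthesis and modifying enzymes, 0.50 for collagen degradation and 0.45 for non-integrin membrane-ECM interactions. It was 0.53 over the 39 genes of integrin cell surface interactions, 0.49 for ECM proteoglycans and 0.45 for laminin interactions. The medians of all 9 sets lay above those of all 10000 matched random lists. The sets share genes, and collagens carried much of the difference. Without collagen genes, 5 higher genes were left in extracellular matrix organization, 1 in collagen formation and 0 in both collagen biosynthesis and modifying enzymes and collagen degradation. The median of extracellular matrix organization was then 0.093, that of collagen formation was 0.095, that of ECM proteoglycans was 0.072 and that of integrin cell surface interactions was 0.41. All 16 collagen genes past the filter had a higher value in the library labelled KO, and 7 of them were more than 2-fold higher. Col1a1 rose from 9.66 to 273 FPKM. Col1a2, which rose from 237 to 621 FPKM, and Col6a3, which rose from 68.6 to 304 FPKM, are named after their values were seen. Of 11 integrin genes past the filter 8 were higher and 3 lower, and of 6 laminin genes 3 were higher and 3 lower.

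**Figure D1:**
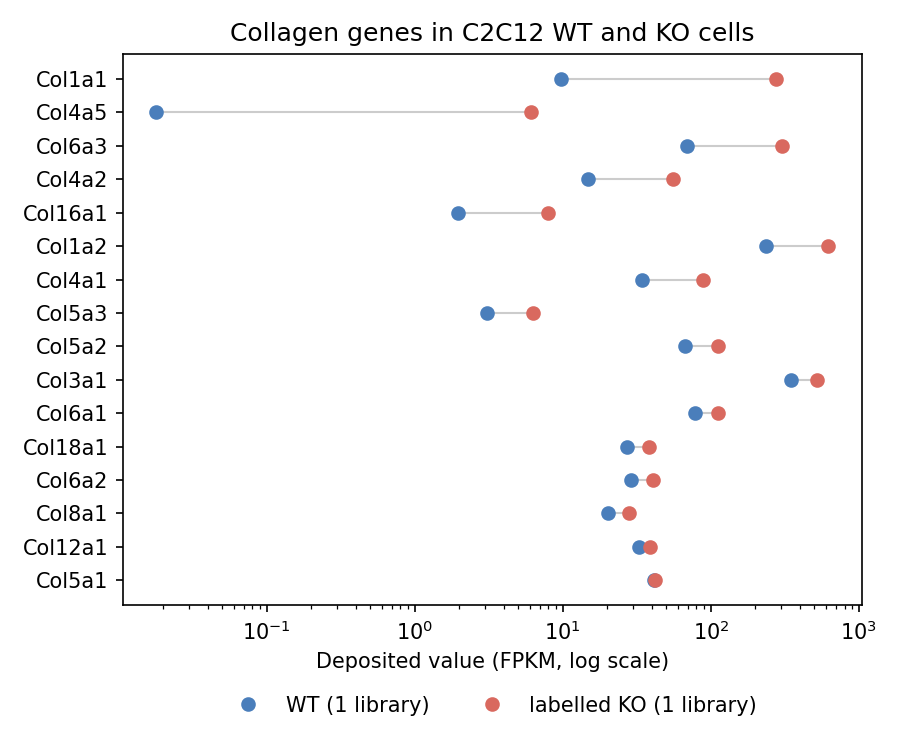
Deposited values of the 16 collagen genes past the filter, in FPKM on a log scale, with 1 point for the WT library and 1 for the library labelled KO, joined by a line for each gene. Genes are ordered by log2 fold change, from 0.031 for Col5a1 at the bottom to 4.69 for Col1a1 at the top, and each point of the library labelled KO lies to the right of its WT point.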

Notably, both datasets showed consistent enrichment of gene signatures related to collagen production, integrin signaling, and the extracellular matrix (ECM), as revealed by Reactome pathway analysis (Fig. 5b), as well as GO terms for molecular function (Supplementary Fig. 5c), BP (Supplementary Fig. 5d) and cellular component (Supplementary Fig. 5e). Specifically, several ECM-related genes, including *FN1*, *COL3A1*, *COL8A1*, *COL6A1*, *COL26A1*, *HAPLN1* and *LAMA4*, were significantly upregulated in I329T mutant myoblasts (Fig. 5c), and corresponding genes such as *Col3a1*, *Col6a1*, *Col8a1* and *Lama4* were likewise elevated in KO cells (Fig. 5d). 

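The bars for KO cells in Fig. 5d are relative mRNA levels from a separate measurement, and the values given here are from the RNA sequencing of the 2 C2C12 lines, with 1 library each. Col3a1 was 347 FPKM in the WT library and 519.9 FPKM in the library labelled KO, a log2 fold change of 0.58. Fn1 was 138 FPKM in the WT library and 232 FPKM in the library labelled KO, a log2 fold change of 0.75. The value of Col6a1 went from 78.4 to 112 FPKM, a log2 fold change of 0.51. Its neighbours on chromosome 10, the genes past the filter within 5 Mb on either side, had a median log2 fold change of 0.40. The same median was 0.016 for the neighbours of Fn1, 0.22 for those of Col3a1 and -0.37 for those of Col8a1. The value of Col8a1 went from 20.3 to 28.0 FPKM, a log2 fold change of 0.45. Lama4 fell just below the filter of a mean of 1 FPKM, at 0.515 FPKM in the WT library and 1.43 FPKM in the library labelled KO. Its log2 fold change was 0.68, and 1.32 with a pseudocount of 0.1. Hapln1 was listed at 0 in the WT library and at 0.50 FPKM in the library labelled KO, and Col26a1 was listed at 0 in both. None of these 7 genes passed a log2 fold change of 1 with the pseudocount of 1.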

In support of these transcriptomic findings, KO cells secreted significantly more soluble collagen than WT cells (Fig. 5e). These observations are in line with prior studies reporting ECM remodeling and upregulation of adhesion-related genes in GNE mouse models^13^ and GNE patient muscle tissues^44^. Given that elevated ECM components such as collagen not only contribute to structural remodeling but also activate intracellular signaling cascades^45^, we hypothesized that the high collagen production in KO cells triggers integrin-mediated activation of focal adhesion kinase (FAK), which in turn drives AKT–mTORC1 signaling and disrupts autophagy initiation (Fig. 5f).

Supporting this hypothesis, KO cells exhibited high basal levels of phosphorylated FAK (pFAK), a marker of focal adhesion signaling typically induced by collagen but not by Matrigel. This FAK activation was accompanied by increased phosphorylation of downstream targets AKT and GSK3β (Fig. 5g). Together, these results suggest that excessive ECM production in KO cells promotes activation of the FAK–AKT–mTORC1 axis, which in turn contribute to autophagy suppression.

### High inhibitory phosphorylation of ULK1 in *Gne*-KO cells

It is well established that UNC51-like kinase 1 (ULK1), a key mammalian homolog of *Saccharomyces* *cerevisiae* Atg1, is tightly regulated by nutrient- and energy-sensing kinase pathways^46^. ULK1 activity is directly modulated by phosphorylation: AMPK, activated under energy stress, promotes autophagy by phosphorylating ULK1 at Ser317 and Ser777 (active phosphorylation: pULK1(A)), whereas mTORC1, activated by growth factors or amino acids, inhibits autophagy by phosphorylating ULK1 at Ser757 (inhibitory phosphorylation: pULK1(I)), thereby disrupting its interaction with AMPK^22^ (Fig. 6a). As depicted in Fig. 6a, the relative balance between these activating and inhibitory phosphorylation events of ULK1 serves as a functional readout of autophagy initiation.

**Fig. 6:**
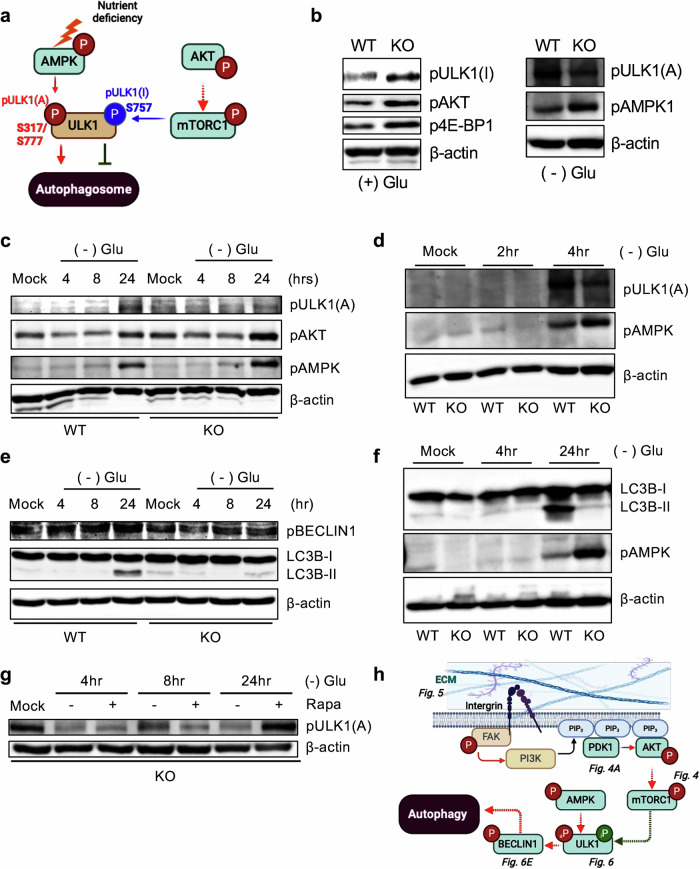
High inhibitory phosphorylation of ULK1 in *Gne*-KO cells. **a**, Graphical description of the AMPK and AKT signaling axis affecting ULK1 complex phosphorylation. S317/S777: activating phosphorylation; S757: inhibitory phosphorylation. **b**, Immunoblot analysis of WT and KO cells showing ULK1(S317: activating), AKT(S473), 4E-BP1(S65) phosphorylation under (+) Glu conditions and ULK1(S757: inhibitory), AMPK(T172) phosphorylation under (−) Glu conditions. **c**, Immunoblot analysis of WT and KO cells showing phosphorylation of ULK1(S317: activating), AKT(S473), and AMPK(T172) under 0 (mock), 4, 8 and 24 h of glucose starvation. **d**, Immunoblot analysis of WT and KO cells showing phosphorylation of ULK1(S317: activating), AMPK(T172) under 0 (mock), 2 and 4 h of glucose starvation. **e**, Immunoblot analysis of WT and KO cells showing phosphorylation of BECLIN1(S15), LC3B(I/II) under 0 (mock), 4, 8 and 24 h of glucose starvation. **f**, Immunoblot analysis of WT and KO cells showing phosphorylation of AMPK(T172), LC3B(I/II) under 0 (mock), 4 and 24 h of glucose starvation. **g**, Immunoblot analysis of KO cells showing phosphorylation of ULK1(S317: activating under 0 (mock), 4, 8 and 24 h of glucose starvation, with or without 100 nM rapamycin. **h**, Graphical description of the signaling axis regulating autophagy initiation by ECM accumulation.

Under standard glucose conditions ((+) Glu), KO cells exhibited elevated basal levels of pULK1(I), along with increased phosphorylation of AKT and 4E-BP1, indicating heightened AKT–mTORC1 signaling. By contrast, during glucose deprivation ((–) Glu), KO cells failed to upregulate pULK1(A) despite robust AMPK activation (Fig. 6b). This failure is probably due to sustained AKT activity, which maintains mTORC1-mediated inhibition of ULK1 and prevents its activation by AMPK^22^. Notably, AKT phosphorylation remained elevated in KO cells as early as 4 h into glucose starvation (Fig. 6c,d), indicating that nutrient-responsive suppression of AKT–mTORC1 signaling is impaired. Consequently, phosphorylation of BECLIN1 at Ser14 (pBECLIN1)—a known ULK1 target associated with autophagy induction^47^—and formation of LC3B-II, a canonical marker of autophagosome formation, were both markedly blunted in KO cells (Fig. 6e), despite evident AMPK activation in KO after glucose deprivation (Fig. 6f). Pharmacological inhibition of mTORC1 using rapamycin restored ULK1 activation under glucose-starved conditions in KO cells, as indicated by increased pULK1(A) level, supporting a role for mTORC1 in autophagy suppression in this context (Fig. 6g). In parallel, AKT phosphorylation (Fig. 4) and ECM–integrin–FAK signaling (Fig. 5), were sustained in KO cells. Together, these data demonstrate that aberrant activation of AKT and ECM–FAK signaling is associated with persistent mTORC1 activity and impaired ULK1-dependent autophagy initiation in *GNE*-deficient cells (Fig. 6h).

### Copanlisib, an FDA-approved drug, for autophagy recovery in GNE myopathy NMOs

To explore potential therapeutic strategies, we first assessed whether restoration of sialylation by SA supplementation—shown to rescue hyposialylation in KO cells (Fig. 2e)—could also correct the autophagy defect. SA treatment resulted in a modest increase in autophagy-related markers in KO cells under standard culture conditions (Supplementary Fig. 6a). However, SA supplementation failed to restore autophagic flux under glucose deprivation, a condition that robustly reveals autophagy impairment in KO cells (Supplementary Fig. 6b). These results indicate that correction of hyposialylation alone is insufficient to rescue defective autophagy, consistent with the limited functional benefits reported for SA replacement therapies in GNE myopathy^6,36,37^.

As an alternative strategy, we defined transcriptome signatures representing pathogenicity (that is, a pathogenic gene signature). Using the CMap dataset (https://clue.io/about), we then examined FDA-approved drugs whose transcriptome signatures inversely correlated with the pathogenic signature, as previously described^48,49^. In brief, CMap datasets provide a list of small molecules under preclinical or clinical development for which transcriptome data from treated cells is available; these data are scored on their inverse relation to a ‘pathogenic gene signature’, and the molecules with best-matching profiles are selected^50^. A total of 964 overlapping genes were identified from two datasets: DEGs of mutant compared with normal myoblasts respectively derived from I329T and normal hES cells, and landmark genes from the CMap dataset, which includes drug treatment data across cell lines (Supplementary Fig. 6c). To assess signature similarity, we applied two methods to the of log_2_FC vectors, (1) correlation and (2) cosine similarity, as previously described (Supplementary Fig. 6d). In both methods, a negative value indicated a drug that counteracted the pathogenic signature, whereas a positive value suggested the drug to exhibit effects aligned with the pathogenic signature. Interestingly, this unbiased in silico screening revealed that the highest scores for reversing pathogenic gene signatures in MCF7 (Fig. 7a), A549 (Supplementary Fig. 6e), and PC3 (Supplementary Fig. 6f) cell lines were predominantly achieved by small-molecule inhibitors of either PI3K or mTOR (Fig. 7b). These predictions were consistent with the effect of mTOR inhibition on autophagy in KO cells (Fig. 6g). Among the various PI3K and mTOR inhibitors currently under preclinical or clinical study (Supplementary Fig. 6g), we selected copanlisib, an FDA-approved selective PI3K inhibitor for leukemia treatment, as a feasible drug candidate for patients with GNE myopathy on account of its immediate market availability. As anticipated, treatment of KO cells with copanlisib reduced both AKT active phosphorylation and ULK1 inhibitory phosphorylation, thereby inducing autophagy (Fig. 7c and Supplementary Fig. 7a). In contrast to SA supplementation, copanlisib did not restore global sialylation levels in KO cells (Supplementary Fig. 7b), indicating that autophagy rescue by copanlisib occurs downstream of the primary hyposialylation defect.

**Fig. 7:**
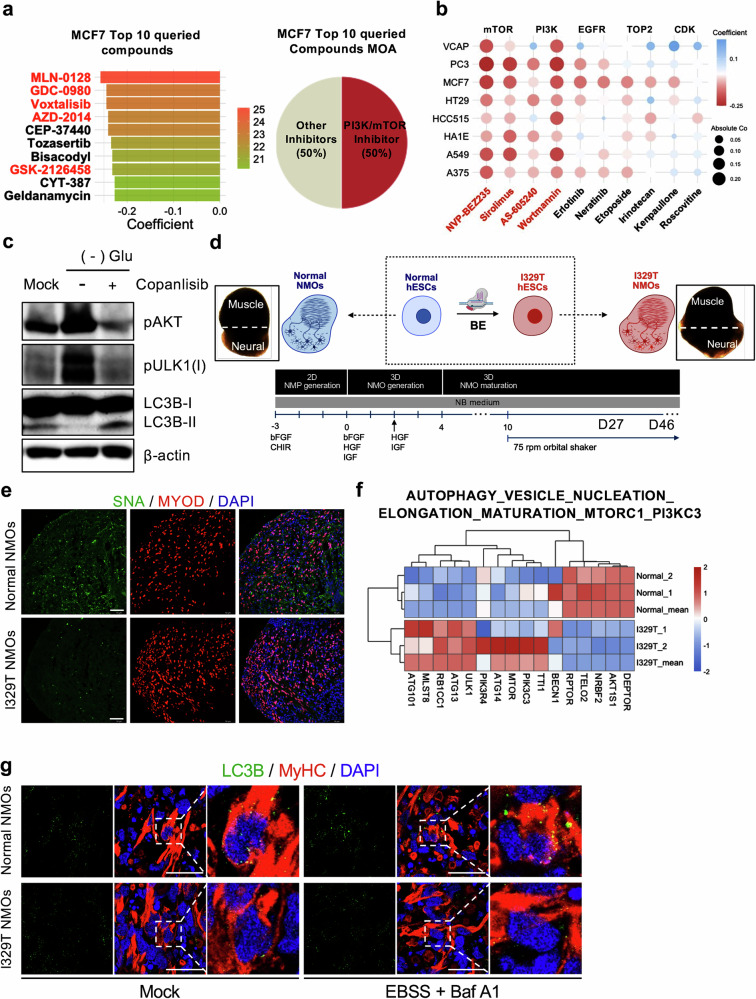

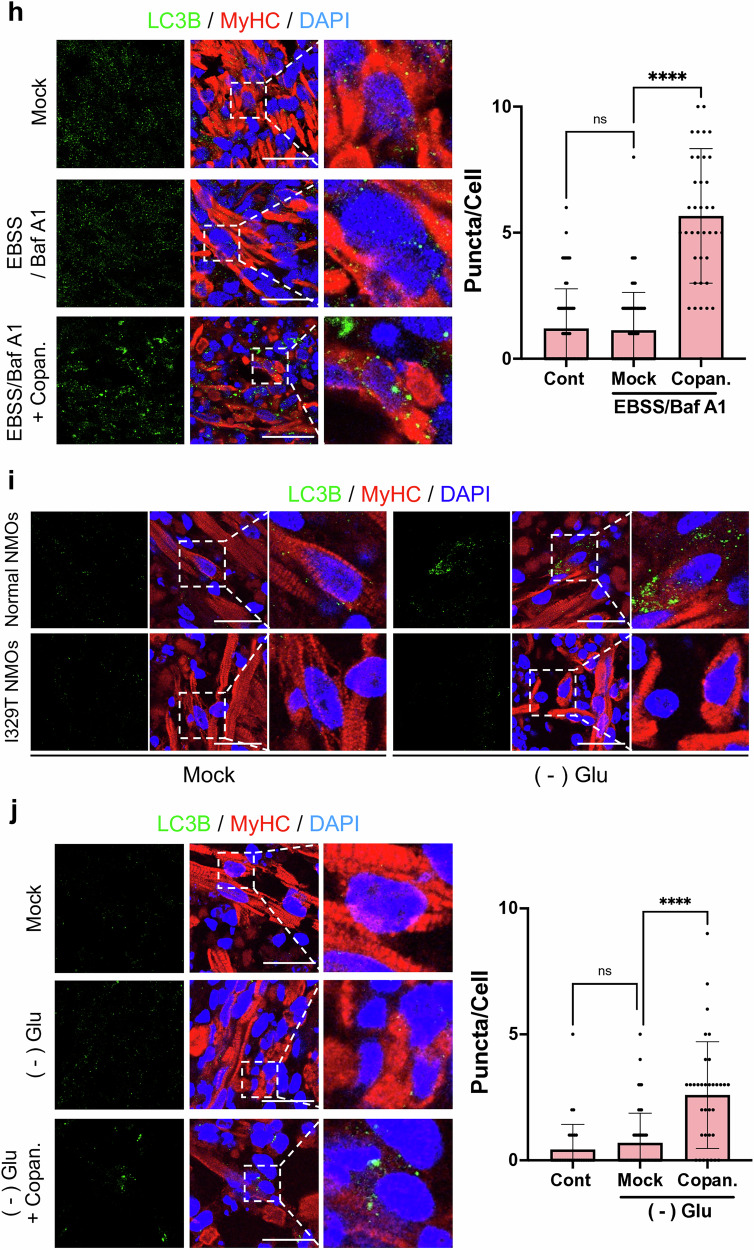
Copanlisib, an FDA-approved drug, for autophagy recovery in GNE myopathy NMOs. **a**, List of top ten compounds exhibiting the most inverse correlation with GNE disease gene expression patterns in MCF7 cells (left) and corresponding mechanisms of action (MOA) (right). Compounds classified as Pi3k/mTOR inhibitors are indicated in red. **b**, Dot plot of drugs exhibiting opposing gene expression patterns to GNE disease across nine cell lines, grouped by MOA class. Compounds classified as Pi3k/mTOR inhibitors are indicated in red. **c**, Immunoblot analysis of KO cells showing LC3B(I/II) and phosphorylation of AKT(S473), ULK1(S757: inhibitory) after 8 h of glucose starvation, with or without 1.0 μM copanlisib. **d**, Schematic representation of the establishment of an isogenic NMOs pair derived from normal and I329T hPS cells with bright-field images of representative organoids at day 25. **e**, Immunofluorescence images of normal and I329T NMOs stained with SNA (green), MYOD (red) and DAPI (blue). **f**, Heatmap of gene expression patterns for the ‘AUTOPHAGY VESICLE NUCLEATION ELONGATION MATURATION MTORC1 Pi3kC3’ gene set in normal and I329T NMOs. **g**, Immunofluorescence images of normal and I329T NMOs stained with LC3B (green), Fast MyHC (red) and DAPI (blue) under mock and 4-h EBSS starvation under Bafilomycin A1 (100 nM) conditions. Scale bar, 25 μm. **h**, Immunofluorescence images of I329T NMOs stained with LC3B (green), Fast MyHC (red) and DAPI (blue) under mock, 4-h EBSS + Bafilomycin A1 and 4-h EBSS + Bafilomycin A1 with copanlisib (1.0 μM) conditions day 27 I329T NMOs (left). Graph showing quantification of LC3B-II puncta based on the immunofluorescence images (right). Scale bar, 25 μm. **i**, Immunofluorescence images of normal and I329T NMOs stained with LC3B (green), Fast MyHC (red) and DAPI (blue) under mock and 24-h glucose starvation conditions. Scale bar, 25 μm. **j**, Immunofluorescence images of I329T NMOs stained with LC3B (green), Fast MyHC (red) and DAPI (blue) under mock, 24-h glucose deprivation and 24-h glucose deprivation with copanlisib (1.0 μM) conditions in day 46 I329T NMOs (left). Graph showing quantification of LC3B-II puncta based on the immunofluorescence images (right). Scale bar, 25 μm.

To assess the translational therapeutic potential of copanlisib, we generated three-dimensional self-organizing NMOs from both normal and I329T hES cells, following established protocols^28^ (Fig. 7d). The resulting isogenic NMOs (normal versus I329T NMOs) recapitulated key structural features of the neuromuscular system, comprising distinct muscle and neural compartments (Fig. 7d, inserted box). Immunostaining confirmed the presence of well-organized skeletal muscle tissue, marked by expression of myosin skeletal fast MyHC, and of neuronal regions, enriched for TUJ1-positive neurons (Supplementary Fig. 7c). Notably, these neurons extended projections into the adjacent muscle domain, indicating successful innervation of muscle fibers (Supplementary Fig. 7d). In addition, NMOs displayed an enrichment of MYOD-positive myoblasts in the muscle region at day 27 (Supplementary Fig. 7e), with a relatively reduced abundance at day 46 (Supplementary Fig. 7f), in line with reported early myogenic features of pre-day 50 NMOs^28^. Hyposialylation, a hallmark pathophenotype of GNE myopathy, was clearly observed in the muscle region of I329T NMOs (Fig. 7e). Consistent with findings in hES cell-derived myoblasts (Fig. 1e), transcriptomic analysis of normal versus I329T NMOs revealed distinct separation by PCA (Supplementary Fig. 7g), along with enrichment of autophagy-related gene sets (Fig. 7f and Supplementary Fig. 7h). Furthermore, enhanced mTORC1 signaling—previously shown to underlie defective autophagy in the C2C12 KO model (Fig. 6)—was also evident in I329T NMOs, as demonstrated by enrichment of mTORC1-associated gene sets (Supplementary Fig. 7i,j).

Consistently, defective autophagy in I329T NMOs was demonstrated by reduced LC3B punctation, a hallmark of autophagosome formation, following EBSS treatment in the presence of bafilomycin A1 (Fig. 7g), whereas normal NMOs showed robust induction of autophagosome formation under the same conditions (Supplementary Fig. 7k). Given that the I329T NMO model, derived from I329T hESCs, faithfully recapitulates key cellular and molecular hallmarks of GNE myopathy—including hyposialylation, impaired autophagy and elevated mTORC1 signaling—we next assessed whether pharmacological intervention with copanlisib could restore autophagic function and mitigate disease-associated phenotypes. Copanlisib, identified via CMap analysis (Fig. 7) and previously shown to reverse inhibitory ULK1 phosphorylation in the C2C12 KO model (Fig. 7c), significantly rescued autophagosome formation in early-stage I329T NMOs (D27) under EBSS plus bafilomycin A1 treatment (Fig. 7h). A similar rescue effect was observed in more differentiated I329T NMOs at day 46, including MyHC-positive myocytes exhibiting a distinct striated banding pattern, as indicated by restored LC3B punctation compared with untreated I329T NMOs (Figs. 7i,j and Supplementary Fig. 7k).

### Validation of the impaired autophagy using human clinical transcriptomic data

To further validate the clinical relevance of the mechanistic axis identified in our in vitro and organoid models, we analyzed publicly available transcriptomic data from patients with GNE myopathy (GSE12648)^51^. This dataset comprises skeletal muscle biopsies spanning multiple clinical variables, including sex, age, tissue origin and pathological stage (Supplementary Fig. 8a). PCA revealed substantial heterogeneity across samples (Supplementary Fig. 8b); however, disease pathology stage (graded 1–3) emerged as the dominant contributor to variance along PC1, consistent with progressive disease severity. To minimize confounding effects arising from clinical and demographic heterogeneity, we stratified samples based on PC1 extremes, defining a PC1_low group enriched for histologically normal or mildly affected samples and a PC1_high group corresponding predominantly to advanced pathological stages (grades 2–3). Differential expression analysis between PC1_high and PC1_low revealed robust transcriptional changes characteristic of muscle pathology, including alterations in muscle development, contractile apparatus organization and cytoskeletal regulation (Supplementary Fig. 8c,d).

Importantly, GSEA demonstrated that PC1_high samples exhibited significant enrichment of autophagy- and lysosome-related pathways, including vacuolar acidification, lysosomal organization, lytic vacuole organization and macroautophagy (NES >1.7; Supplementary Fig. 8e). In parallel, pathways associated with ECM remodeling and integrin-mediated signaling were also strongly enriched in PC1_high samples (Supplementary Fig. 8f), together with gene sets related to ECM production, most notably collagen fibril organization (NES ~2.06; Supplementary Fig. 8g).

Strikingly, this transcriptional landscape observed in human patient muscle closely mirrors the molecular signatures identified across our three independent disease models—hPS cell-derived myoblasts, *Gne* KO C2C12 myoblasts, and NMOs—where excessive ECM production, integrin/FAK signaling and aberrant PI3K–AKT–mTORC1 activation converged to suppress ULK1-dependent autophagy initiation. Thus, the enrichment of ECM–integrin signaling and autophagy-related pathways in PC1_high patient samples provides independent clinical support for a conserved disease axis linking ECM remodeling to impaired autophagic flux in GNE myopathy.

## Discussion

Generation of isogenic hPS cell pairs and their differentiation into disease-relevant cell types—often referred to as ‘disease-in-a-dish’ systems—has emerged as a powerful strategy for modeling human disease mechanisms^52^. However, large-scale biochemical and mechanistic studies using hPS cell-derived cells remain labor-intensive, underscoring the need for a complementary and tractable model that faithfully recapitulates key disease phenotypes.

Guided by transcriptomic insights from two independent hPC cell-based GNE myopathy datasets^16,17^, we used a *Gne*-KO C2C12 myoblast model. Importantly, the I329T mutation used in this study has been shown to result in near-complete loss of GNE enzymatic activity^17^, effectively functioning as a loss-of-function allele. On this basis, the C2C12-KO model represents an appropriate and mechanistically tractable system to interrogate disease-relevant phenotypes initially identified in I329T hPS cell-derived myoblasts. Consistent with this rationale, impaired autophagy and aberrant AKT–mTORC1 signaling observed in C2C12 KO cells were subsequently recapitulated in I329T NMOs.

Autophagy emerged as a prioritized pathogenic axis based on its consistent enrichment across hPS cell-derived transcriptomes and its established pathological relevance in GNE myopathy, where rimmed vacuoles reflect defective autophagic flux and accumulation of undegraded material. This focus is supported by multiple patient-derived studies reporting abnormal autophagy, protein aggregation and rimmed vacuoles^30–33^. Integrating transcriptomic and biochemical analyses identified excessive ECM production and focal-adhesion signaling as upstream drivers of noncanonical AKT–mTORC1 activation, leading to sustained ULK1 inhibition despite AMPK activation. Given that persistent ULK1 inhibition is a recognized contributor to myopathy^53^, targeting the AKT–mTORC1 axis emerged as a more promising strategy than AMPK activation alone.

Unbiased drug prediction using CMap analysis highlighted PI3K and mTOR inhibitors as compounds capable of reversing the pathogenic gene signature, a prediction that aligned closely with our experimental findings. Considering the known risk of muscle atrophy associated with direct mTOR inhibition^54^, we focused on PI3K inhibition and selected copanlisib, an FDA-approved PI3K inhibitor with favorable pharmacokinetics and a manageable safety profile^55–57^. Copanlisib effectively suppressed AKT–mTORC1 signaling and restored ULK1-dependent autophagy in C2C12 cells, and importantly, these effects translated to three-dimensional NMOs derived from I329T hES cells, where copanlisib rescued defective autophagosome formation.

NMOs provide a critical bridge between simplified two-dimensional systems and in vivo models by enabling tissue-level validation of disease mechanisms and therapeutic responses. Although overt histopathological hallmarks such as rimmed vacuoles were not observed—consistent with the developmental immaturity of NMOs, which transcriptionally correspond to approximately 17-week human fetal skeletal muscle^58^—this system robustly recapitulated early, muscle-intrinsic pathogenic processes, including impaired autophagy under metabolic stress and aberrant AKT–mTORC1 signaling.

In summary, this study establishes an integrated disease-modeling pipeline in which hPS cell-based systems enable discovery, a C2C12-KO model supports mechanistic dissection, and NMOs provide tissue-level validation of therapeutic efficacy. Together, this framework identifies defective autophagy driven by noncanonical AKT–mTORC1 activation as a druggable vulnerability in GNE myopathy and highlights copanlisib as a promising proof-of-concept therapeutic candidate.

## Supplementary information

Supplementary Information

## Data Availability

Source data are available from the corresponding authors upon request. The bulk RNA-seq data are available from NCBI Gene Expression Omnibus under accession number GSE278862.

# Supplementary material for: Defective autophagy in GNE myopathy is rescued by inhibition of noncanonical Akt–mTORC1 activation across multiple isogenic models
**Source:** Exp Mol Med. 2026 Apr 10;58(4):1187–202. doi: 10.1038/s12276-026-01701-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Defective Autophagy in GNE Myopathy is Rescued by Inhibition of Noncanonical Akt–mTORC1 Activation across Multiple Isogenic Models**

**Running title:** Disease-in-a-Dish Modeling of GNE Myopathy

Dong-Woo Kim, Eun-Ji Kwon, Hyuk Kwon, Jume Kim, and Hyuk-Jin Cha

# Supplementary Fig. 1

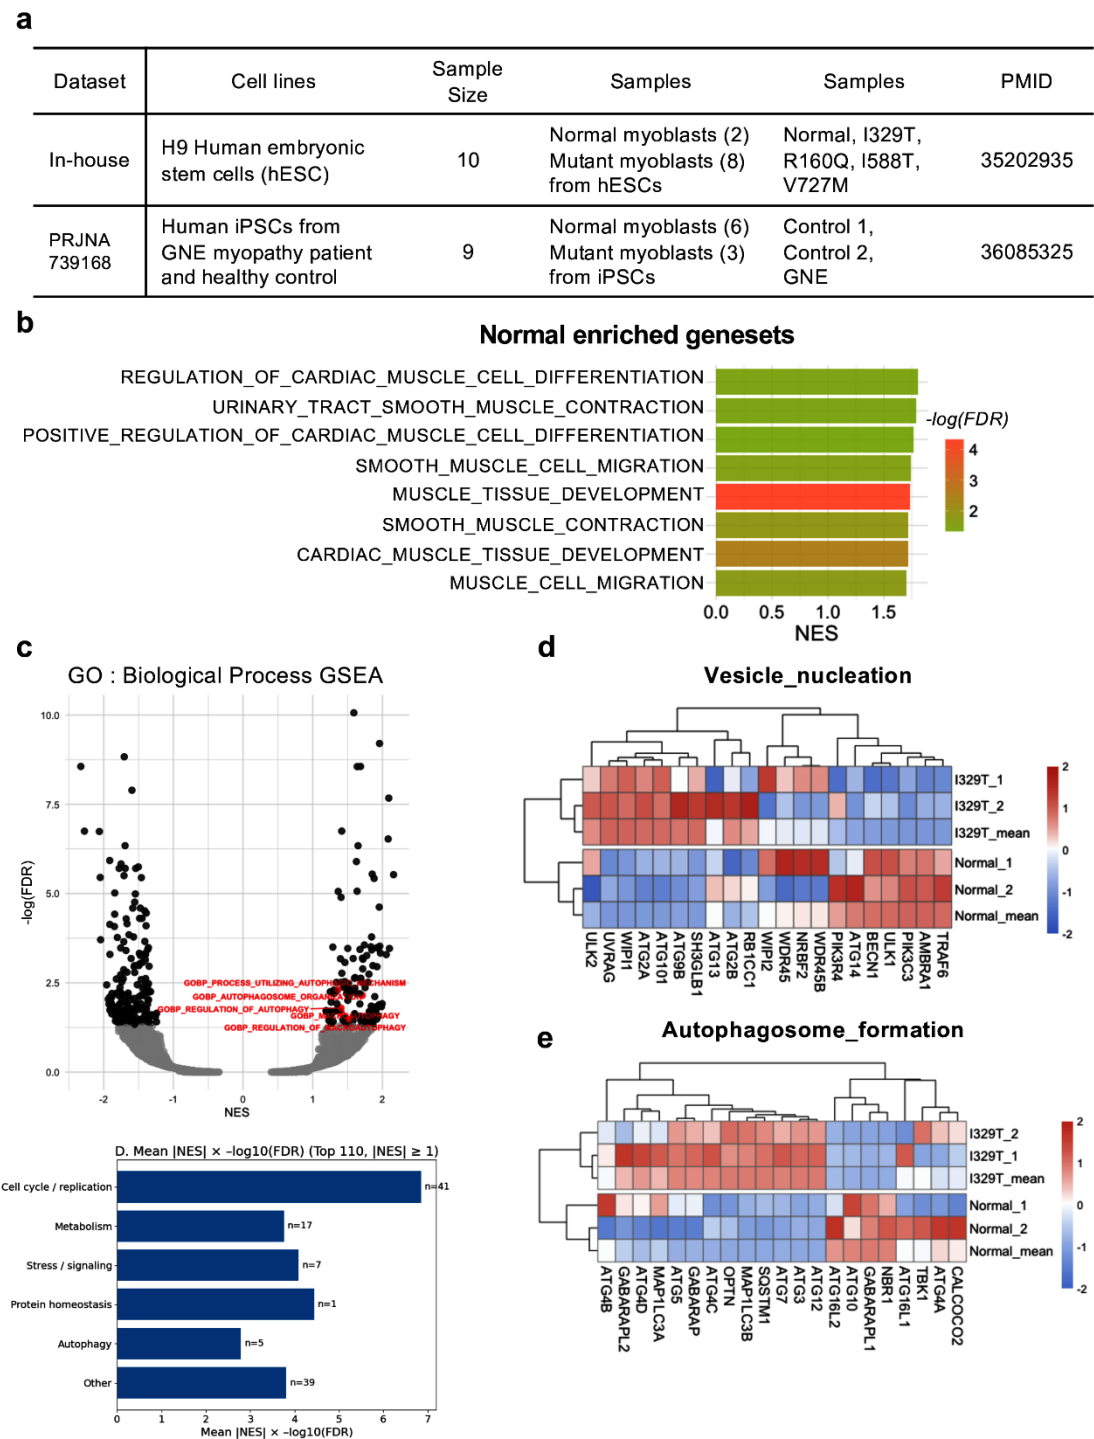

## Supplementary Fig. 2

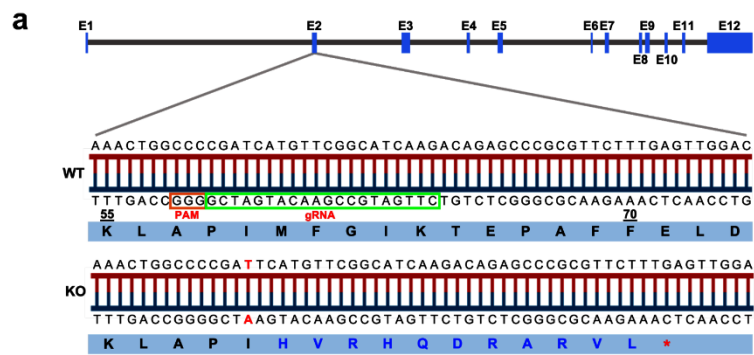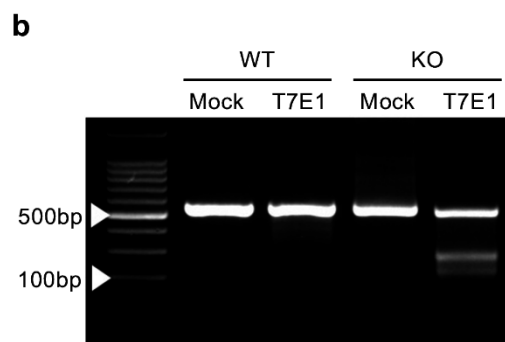

### Supplementary Fig. 3

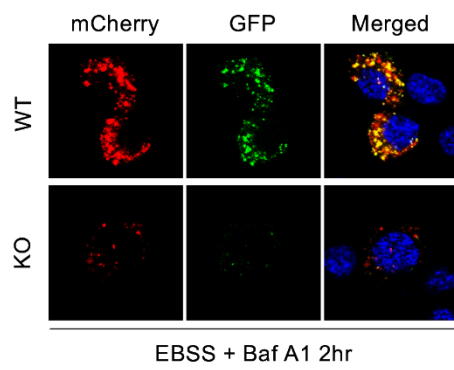

## Supplementary Fig. 4

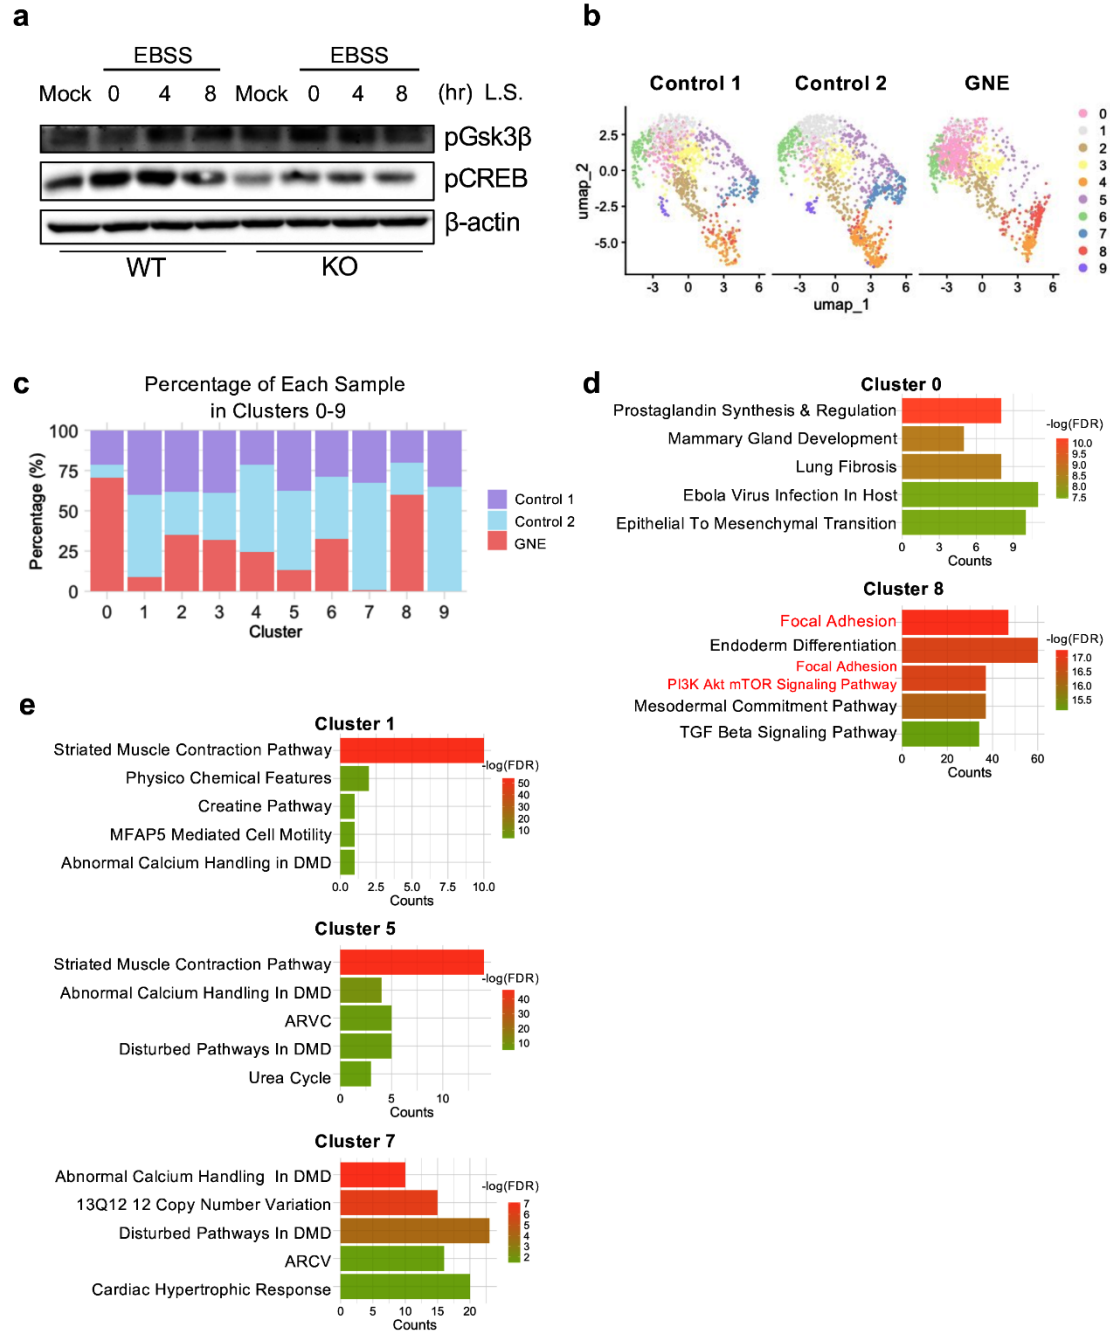

**Supplementary Fig. 5**

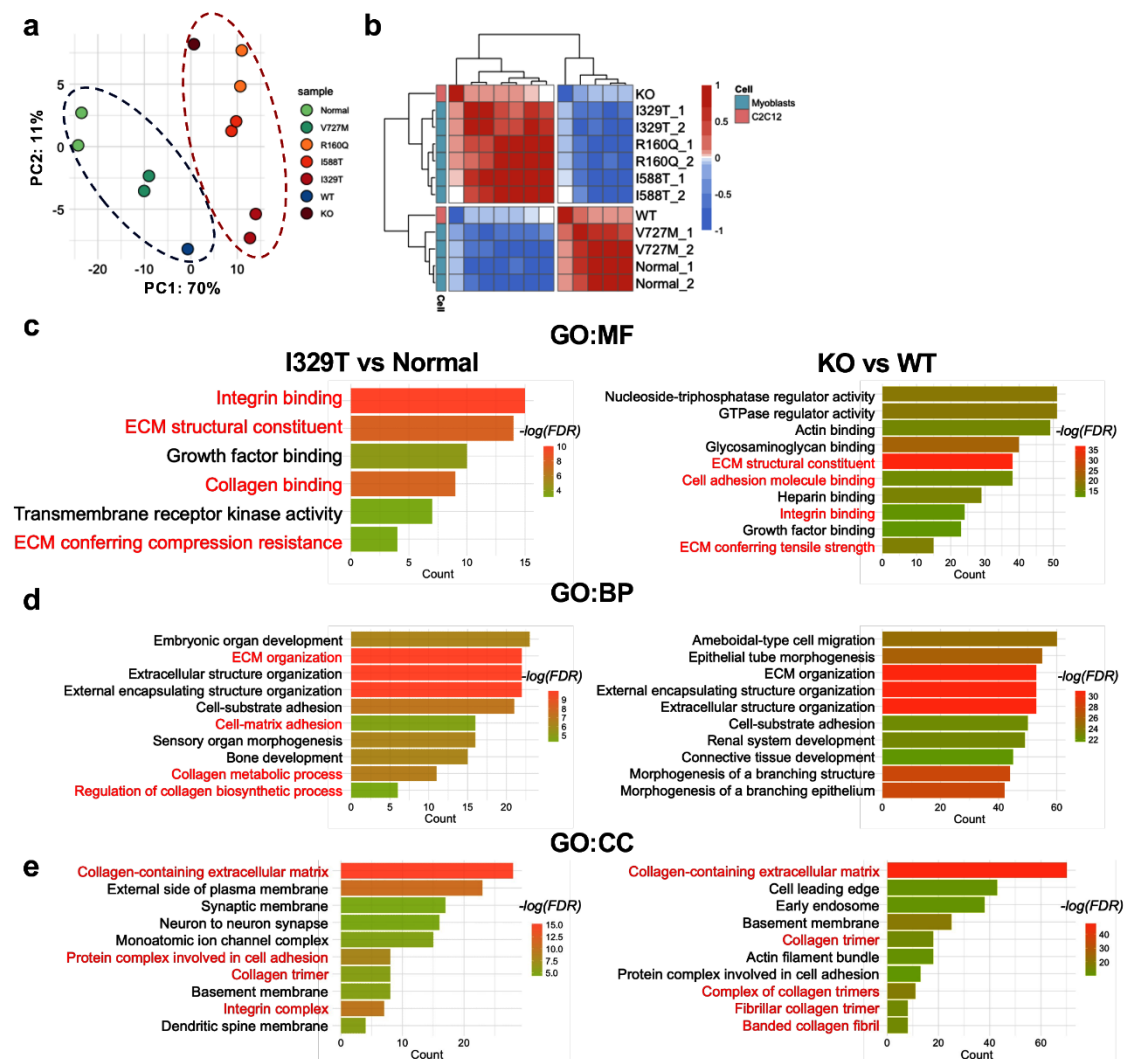

**Supplementary Fig. 6**

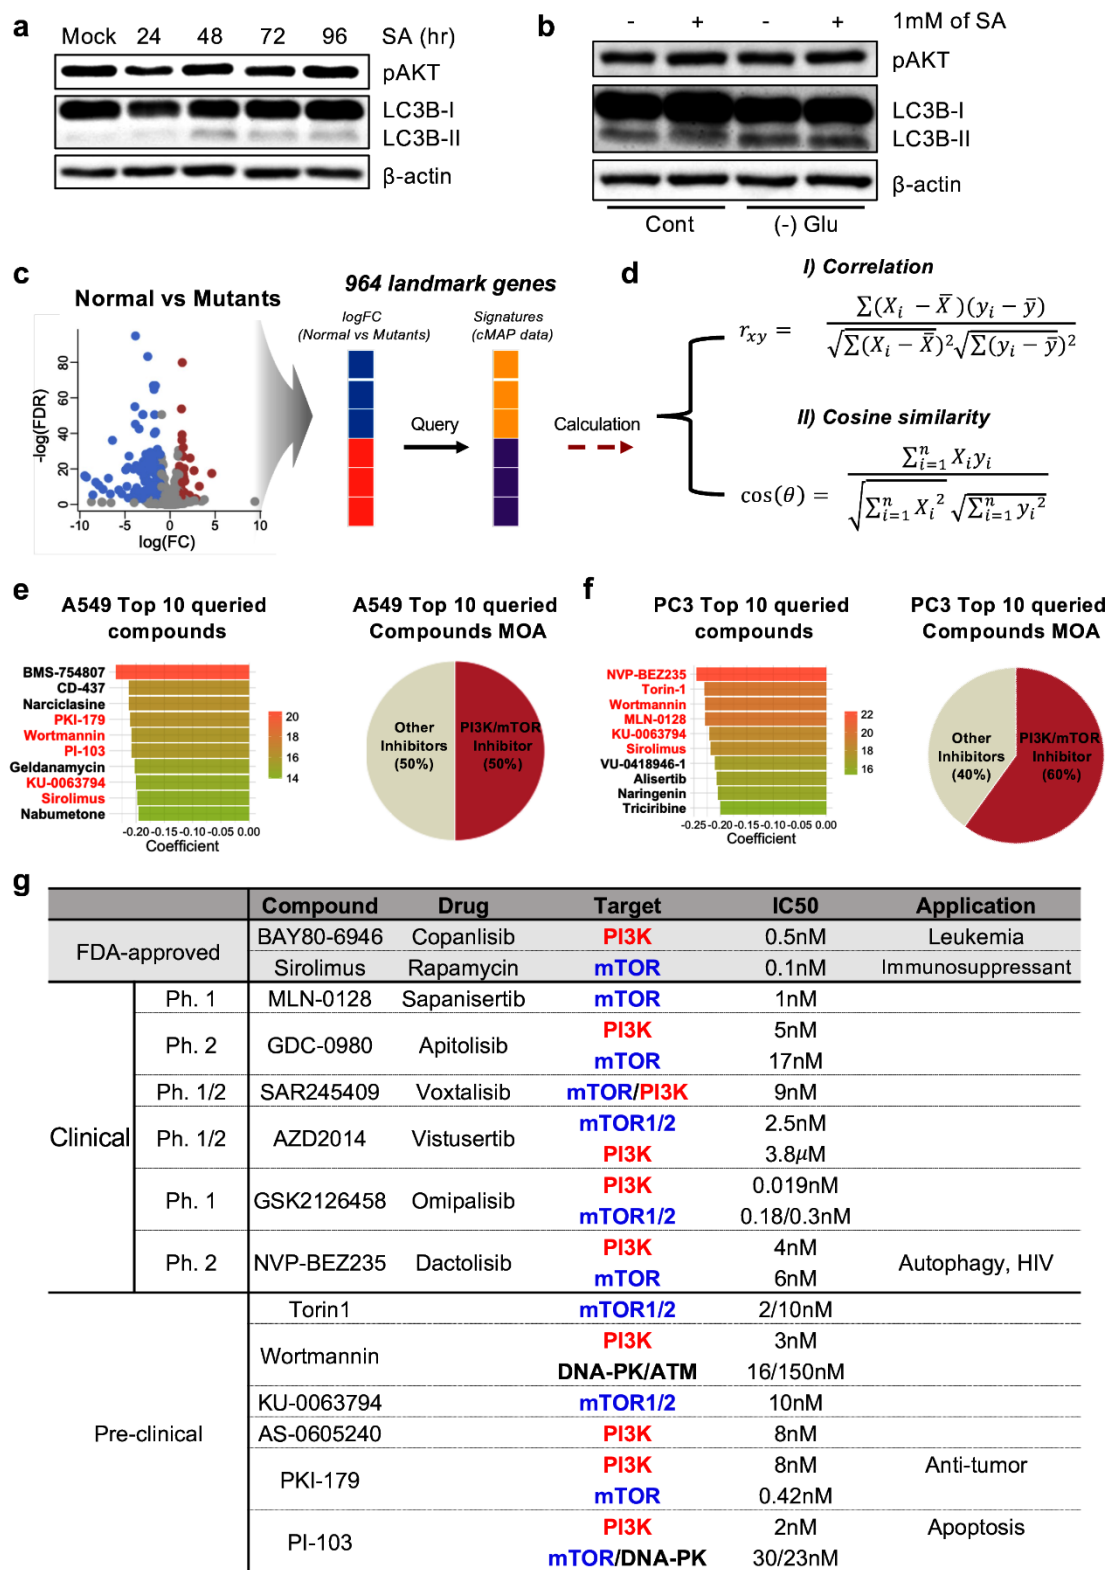

**Supplementary Fig. 7**

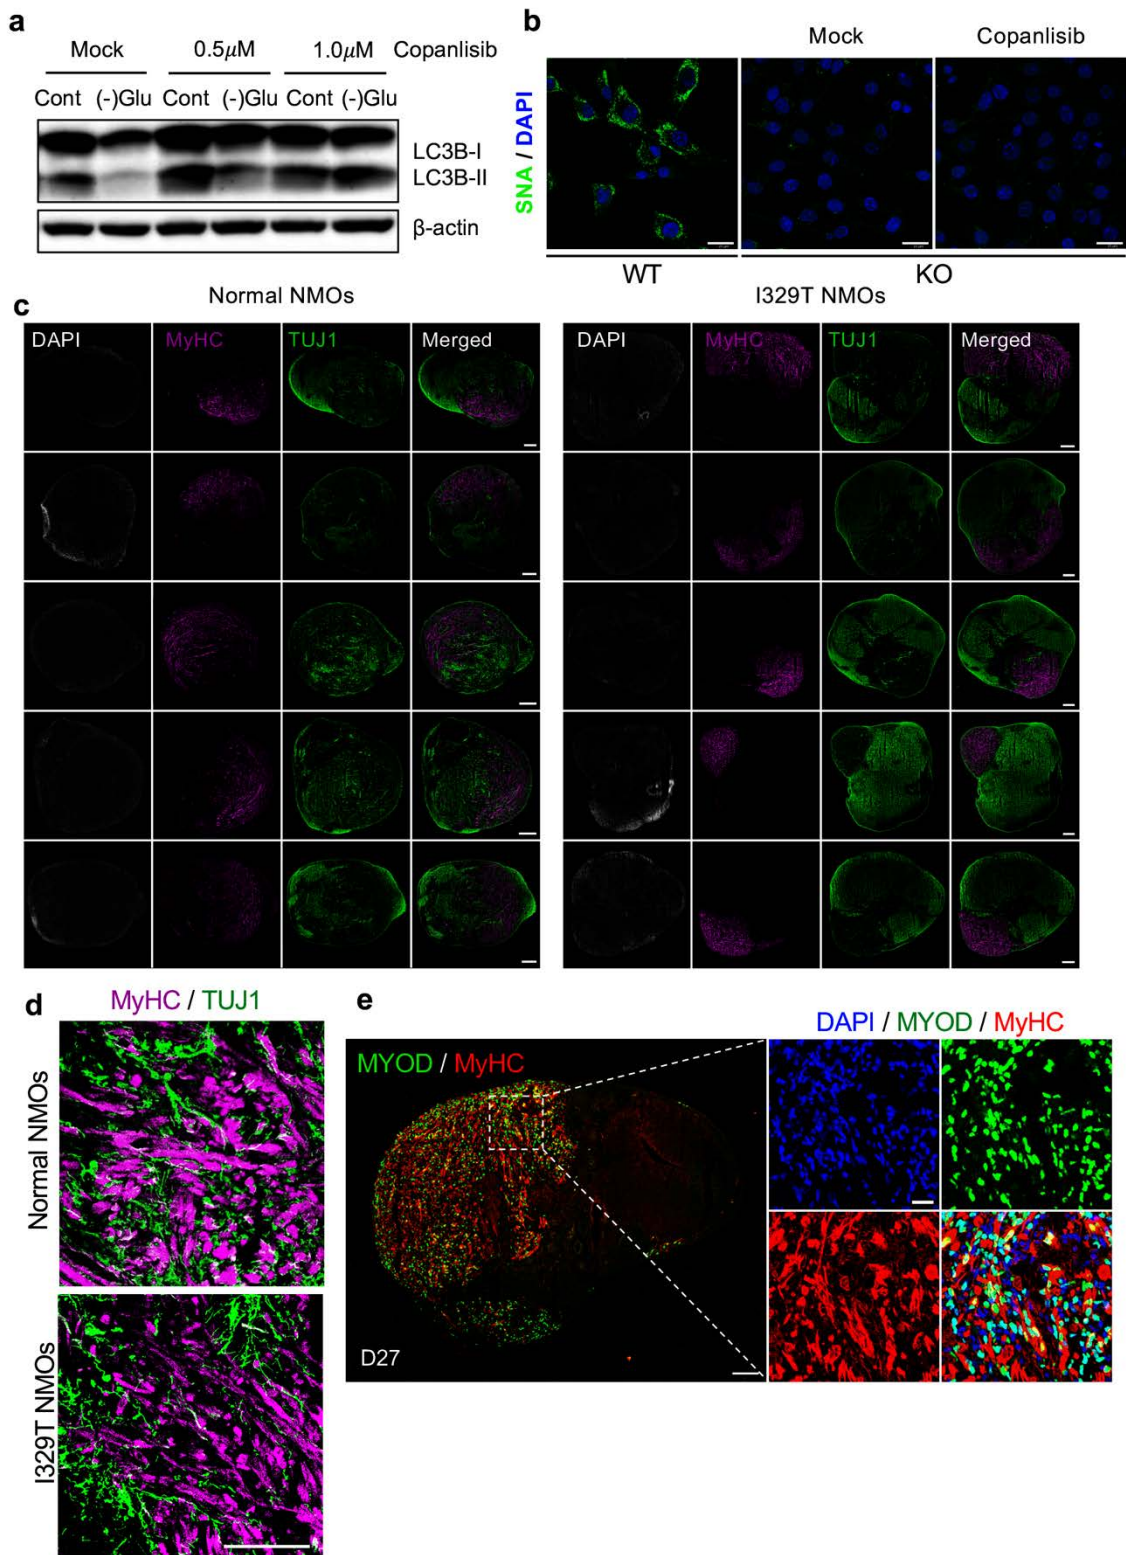

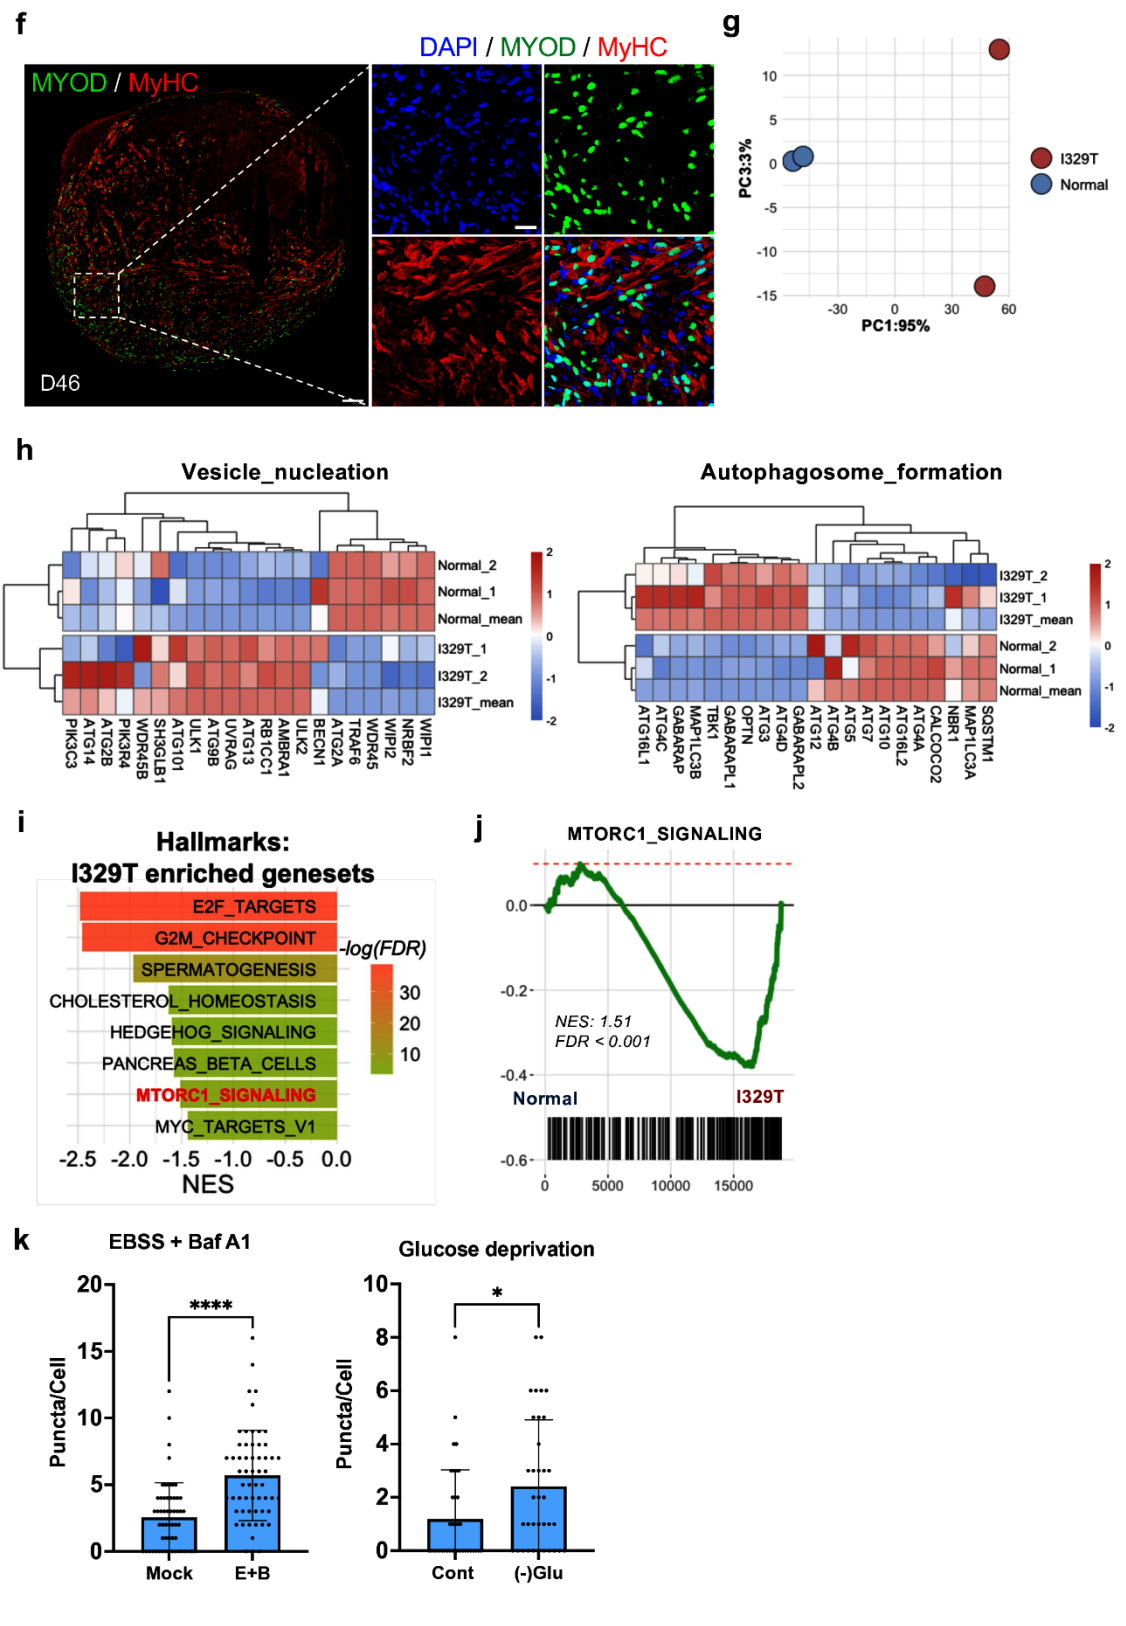

**Supplementary Fig. 8**

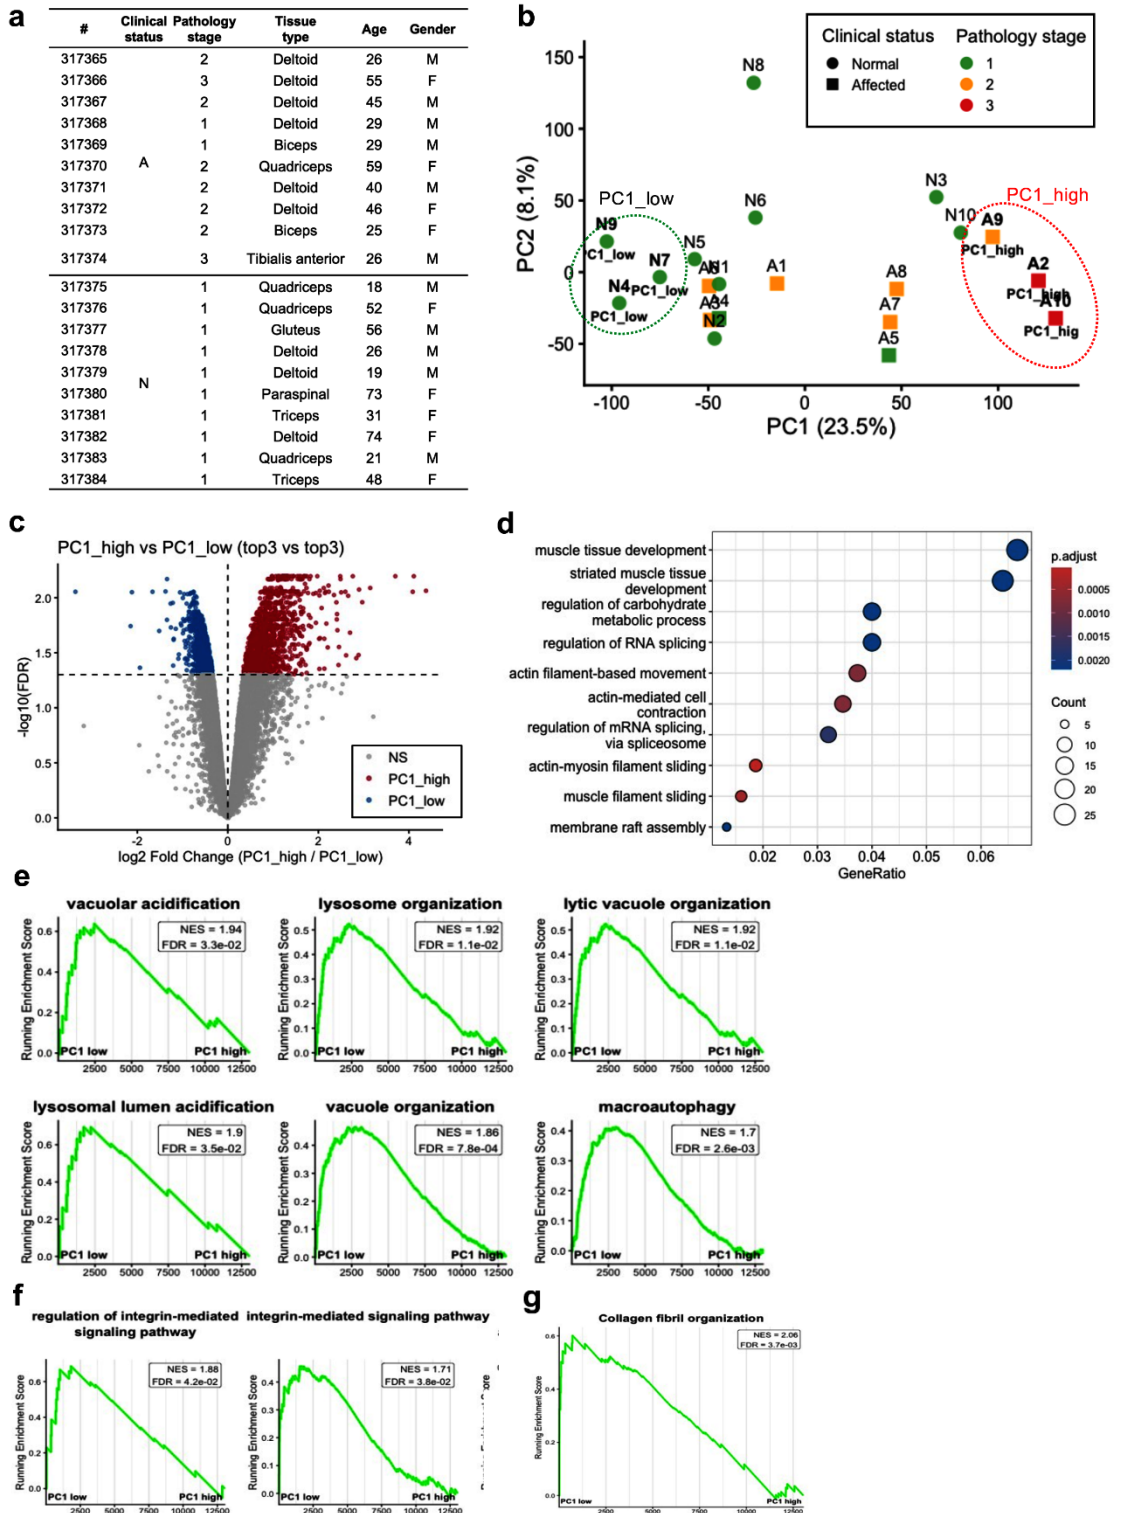

## **Supplementary Materials and Methods**

### **Bulk RNA-seq library preparation**

Total RNA was isolated from C2C12 cells using Easy-BLUE™ RNA isolation kit (iNtRON Biotechnology, #17061). 1 µg of total RNA was processed for preparing mRNA sequencing library using MGIEasy RNA Directional Library Prep Kit (MGI) according to manufacturer's instruction. The first step entails utilizing poly-T oligo-attached magnetic beads to isolate the mRNA molecules that contain poly-A. Following purification, divalent cations and a high temperature are used to break the mRNA into small pieces. Utilizing reverse transcriptase and random primers, the cleaved RNA fragments are converted into first strand cDNA. After achieving strand specificity in the RT directional buffer, second strand cDNA synthesis takes place. The 'A' base is then added to these cDNA fragments, followed by the ligation of the adapter. The final cDNA library is made by purifying and enriching the results with PCR. The QaantiFluor ONE dsDNA System (Promega) is used to quantify the double stranded library. The library is circularized at 37 °C for 30 min, and then digested at 37 °C for 30 min, followed by cleanup of circularization product. The library is treated with the DNB enzyme at 30 °C for 25 min to create DNA nanoballs (DNB). Finally, Library was quantified by QaantiFluor ssDNA System (Promega). On the MGISEQ system (MGI), the prepared DNB was sequenced using 100 bp paired-end reads.

Organoid samples were dissociated into single cells prior to RNA extraction. Briefly, organoids were incubated with 1 mL of Liberase™ TL Research Grade (Roche) at 37 °C for 30 min according to the manufacturer's protocol. After enzymatic digestion, organoids were mechanically dissociated by repeated pipetting until a single-cell suspension was obtained, and the suspension was passed through a 40 µm cell strainer (Falcon®) to remove aggregates and debris. Total RNA was then isolated from the resulting cell suspension using the Easy-BLUE™ RNA isolation kit (iNtRON Biotechnology, #17061). From this Easy-BLUE™

RNA isolation step onward (including mRNA library preparation, quantification, circularization/DNB generation, and MGISEQ sequencing), the procedure was identical to that described above for C2C12 cells.

### **Transfection for establishment of GNE Knock-Out myoblasts**

For transfection, C2C12 myoblasts were rinsed with DPBS and detached using 0.25% trypsin-EDTA. Cells were washed three times with Opti-MEM (31985070, Gibco). The cells were then counted, and  $1 \times 10^6$  cells were resuspended in 100  $\mu$ L of Opti-MEM. 2  $\mu$ g of spCas9 plasmid and 3  $\mu$ g of sgRNA plasmid vectors were added to the cell suspension. The cell and plasmid mixture were transferred to an electroporation cuvette. Electroporation was performed using a Nepa-21 electroporator with a poring pulse of 200 V and a transfer pulse of 2.5 ms. The transfected cells were seeded into a 6-well plate filled with DMEM culture medium. For single-cell isolation, the cells were diluted to a concentration of 1 cell per  $\mu$ L in culture medium, and 10  $\mu$ L of this cell solution was seeded into 100 pi culture dishes. Single clones were isolated and expanded first in 12-well plates and then in 6-well plates. The Gne KO C2C12 myoblast clones were analyzed by Sanger sequencing.

### **Flow cytometry**

Cells were detached with 0.25% trypsin-EDTA for C2C12 followed by three washes with DPBS and then analyzed using FACS Calibur, Celesta, and Fortessa (BD Biosciences). For the determination of sialic acid, cells were stained with 1:400 fluorescein-labeled SNA (FL-1301, Vector Laboratories) and 1:330 biotinylated MALII (B-1265, Vector Laboratories). For detection of glycosphingolipids, cells were stained with 1:1000 BODIPY 493/503 (2  $\mu$ M, Invitrogen). CellQuest Pro software and FlowJo software were used for FACS analysis.

### **Immunocytochemistry**

Cells were treated with cold methanol or 4% PFA/0.5% Triton X-100 for fixation and permeabilization. 3% BSA in PBS was used for blocking solution. For lectin staining,

fluorescein-labeled SNA (FL-1301, Vector Laboratories) was diluted in blocking solution and applied to cells for 1 h at room temperature in the dark. In the case of MALII staining, cells were washed three times and then incubated with 1:200 Alexa Fluor 594 streptavidin (#405240, BioLegend) for 30 min at room temperature in the dark. Cells were washed four times before nuclei were stained with DAPI (Thermo Fisher) and mounted on slide glass using MOWIOL solution. Confocal Scope TCS SP8 (Leica) was used for imaging samples.

### **Immunoblotting analysis**

Cells were detached with 0.25% trypsin -EDTA or cell scraper (#3008, Corning) followed by three times DPBS wash on ice. RIPA buffer (Biosesang) containing 1  $\mu$ M protease inhibitor and 10  $\mu$ M sodium orthovanadate was used to extract the whole cell lysate, which was then collected after incubating on ice for 1 hour followed by centrifugation. Protein concentration was measured using the Pierce BCA protein assay Kit (#23225, Thermo Fisher Scientific). Protein lysates were diluted with 5 $\times$  SDS-PAGE loading buffer (SF2088-110-00, Biosesang) and RIPA buffer. Then, protein samples were boiled at 100  $^{\circ}$ C for 10 minutes. 10-20  $\mu$ g of prepared protein sample was loaded and separated on a 7.5-10% SDS-PAGE gel. The separated proteins were transferred to an activated PVDF membrane. 5% skim milk in TBS-T was used for the blocking solution. The transferred membranes were blocked with blocking solution at RT for 1 hour followed by three times TBS-T wash then incubated with primary antibody (1:200-1:1000) in TBS-T at 4  $^{\circ}$ C overnight. Then, the membranes were washed three times with TBS-T and incubated with secondary antibody (1:10000) in TBS-T at room temperature for 1 hour. Chemiluminescence was detected using Miracle-Star (#16028, iNtRON Biotechnology) or Amersham ECL Prime (#GERPON2232, Cytiva).

### **RT-PCR analysis**

Easy-BLUE<sup>TM</sup> RNA isolation kit (iNtRON Biotechnology) was used for total RNA

extraction. For reverse transcription, 5× PrimeScript<sup>TM</sup> RT mix (TaKaRa) was used to generate cDNA. Quantitative real-time PCR was performed with SYBR Green PCR reagents (Life Technologies) using the QuantStudio3 (Applied Biosystems).

### **Cell growth analysis**

Cell growth was monitored using the JuLI<sup>TM</sup> Stage (NanoEntek), an automated real-time live-cell imaging system. Cells were seeded in 6-well plate and cultured in DMEM supplemented with 10% FBS and 50 µg/ml Gentamicin in 5% CO<sub>2</sub> at 37°C. In the case of glucose deprivation, cells were washed three times with DPBS and changed to DMEM, no glucose (#11966025, Gibco) with 10% FBS and 50 µg/ml gentamicin. The JuLI<sup>TM</sup> Stage was placed inside the incubator, and time-lapse imaging was performed at 1-4 hour intervals in bright field mode.

### **Collagen quantification assay**

Total soluble collagen content was measured using the Sircol<sup>TM</sup> Soluble Collagen Assay Kit (Biocolor, UK) according to the manufacturer's instructions. Cell culture supernatants were collected 3-4 days after seeding. The Multi Mixer (SLRM-3, SeouLin Bioscience) was used for inverting steps during the collagen assay. Collagen concentrations were measured using the Epoch Microplate Spectrophotometer (Biotek).

### **Acquisition of Public Clinical Transcriptome Data**

Publicly available microarray data were retrieved from the Gene Expression Omnibus (GEO) database under accession number GSE12648. This dataset comprises raw intensity profiles from skeletal muscle biopsies (deltoid, biceps, quadriceps, and tibialis) of 10 patients with Hereditary Inclusion Body Myopathy (HIBM) and 10 normal controls. The HIBM patients harbored the homozygous M712T GNE mutation (the Persian Jewish founder allele).

## Supplementary Figure Legends

**Supplementary Fig. 1** (a) Summary of GEO datasets used for cross-validation, including sample types, sizes, and relevant PMIDs. (b) Gene ontology terms enriched in Normal group compared to I329T, highlighting muscle development and smooth muscle contraction pathways. (c) Volcano plot displaying GSEA results (GO:BP) for genes regulated in a severity-dependent manner (Normal to I329T). Autophagy-related gene sets are marked in red. The gradient of severity was defined as Normal < V727M < R160Q/I588T < I329T. GO BP terms (top 110 by FDR,  $|\text{NES}| \geq 1$ ) were categorized and quantified using an integrated enrichment score (mean  $|\text{NES}| \times -\log_{10}(\text{FDR})$ ) between Normal vs I329T. Autophagy-related pathways show consistent enrichment strength despite smaller pathway counts, supporting focused mechanistic interrogation. (d, e) Enrichment of gene sets related to vesicle nucleation (d) and autophagosome formation (e) in Normal versus I329T sample.

**Supplementary Fig. 2** (a) Graphical description of the gRNA genomic locus, along with the DNA and amino acid sequences of both WT and KO cells. The T-A base insertion is shown in red. Altered amino acid sequences are indicated in blue. (b) Schematic of T7 endonuclease I (T7E1) digestion assay showing genome editing in WT and KO cells under mock and T7E1 conditions. Gel electrophoresis of PCR-amplified genomic DNA from WT and KO cells, confirming indel formation.

**Supplementary Fig. 3** Representative images of mCherry-GFP-LC3 fluorescence in WT and KO cells following 2-hour EBSS and Bafilomycin A1 treatment. Yellow puncta indicate autophagosomes, and red-only puncta represent autolysosomes.

**Supplementary Fig. 4** (a) Immunoblot analysis of WT and KO cells showing Gsk3 $\beta$  phosphorylation and CREB phosphorylation under mock conditions and after 0, 4, and 8 hours

of EBSS treatment. Mock: DMEM with 10% FBS; L.S.: EBSS with 1% FBS. **(b)** Two-dimensional uniform manifold approximation and projection (UMAP) visualization of scRNA-seq data from myoblasts differentiated from GNE myopathy patient iPSCs and healthy controls iPSCs. Each point represents a cell, with colors based on subtype annotations defined by the Louvain clustering algorithm and marker genes. **(c)** Proportion of data types shown in (A) across different clusters. **(d, e)** Enriched MSigDB WIKIPATHWAYS gene sets for upregulated genes in each cluster.

**Supplementary Fig. 5** **(a)** PCA analysis of Myoblasts samples including Normal, V727M, R160Q, I588T, I329T, and C2C12 WT and KO samples. **(b)** Heatmap showing unsupervised hierarchical clustering of pairwise Pearson correlations between the RNA-seq datasets used in (A). **(c)** Enriched Gene Ontology Molecular Function gene sets for upregulated genes in I329T cells compared to Normal cells (left) and KO cells compared to WT cells (right). **(d)** Enriched Gene Ontology Biological Process gene sets for upregulated genes in I329T cells compared to Normal cells (left) and KO cells compared to WT cells (right). **(e)** Enriched Gene Ontology Cellular Component gene sets for upregulated genes in I329T cells compared to Normal cells (left) and KO cells compared to WT cells (right).

**Supplementary Fig. 6** **(a)** Immunoblot analysis of KO cells showing AKT (S473) phosphorylation and LC3B (I/II) levels following 1 mM sialic acid (SA) treatment for the indicated times. **(b)** Immunoblot analysis of KO cells showing phosphorylation of AKT(S473) and LC3B(I/II) after 24 hours of glucose starvation, with or without 1 mM sialic acid (SA) treatment. **(c)** Volcano plot of differential gene expression between normal and mutant samples used for CMap query generation. Genes were filtered to 964 landmark genes and input into the CMap pipeline. **(d)** Schematic overview of the similarity scoring methodology in CMap, showing both Pearson correlation and cosine similarity equations used to compare gene

signatures. **(e)** Bar plot (left) of the top 10 negatively correlated compounds in the A549 cell line, ranked by enrichment coefficient. PI3K/mTOR inhibitors are highlighted in red. Pie chart (right) summarizes the mechanisms of action (MOA) for these top hits, with 50% classified as PI3K/mTOR inhibitors. **(f)** Bar plot (left) of the top 10 negatively correlated compounds in the PC3 cell line, with 60% of the compounds classified as PI3K/mTOR inhibitors (pie chart, right). **(g)** List of PI3K/mTOR-targeting compounds with drug targets, IC<sub>50</sub> values, and clinical application statuses.

**Supplementary Fig. 7** **(a)** Immunoblot analysis of KO cells showing phosphorylation of AKT(S473) after 24 hours of glucose starvation, with 0.5  $\mu$ M or 1.0  $\mu$ M copanlisib treatment. **(b)** Immunofluorescence images of WT and Gne KO cells with 8 hours 1.0  $\mu$ M copanlisib treatment stained with SNA (green) and DAPI (blue). Scale bars, 25  $\mu$ m. **(c)** Immunofluorescence images of neuromuscular organoids (NMOs) at Day 46 derived from Normal and I329T hPSCs, stained with DAPI (gray), MyHC (magenta), and TUJ1 (green). Scale bars, 200  $\mu$ m. **(d)** High-magnification images showing reduced MyHC/TUJ1 signal intensity and structural organization in Day 46 I329T NMOs compared to Normal NMOs. Scale bars, 100  $\mu$ m. **(e, f)** Immunofluorescence images of Normal NMOs at Day 27 (e) and Day 46 (f), stained with DAPI (blue), MYOD (green), and MyHC (red). Scale bars, 100  $\mu$ m (overview) and 25  $\mu$ m (inset). **(g)** Principal component analysis (PCA) plot illustrating transcriptomic separation between Normal and I329T NMOs. **(h)** Heatmaps showing gene expression of vesicle nucleation (left) and autophagosome formation (right)-related genes in Normal and I329T NMOs. **(i)** Bar graph of enriched MSigDB hallmark gene sets in I329T NMOs versus Normal, highlighting upregulation of MTORC1\_SIGNALING. **(j)** GSEA plot showing significant enrichment of the “MTORC1\_SIGNALING” gene set in I329T NMOs (NES = 1.51, FDR < 0.001). **(k)** Quantification of LC3B-II puncta in Day 27 Normal NMOs under 4-hour

EBSS plus Bafilomycin A1 condition (left) and Day 46 Normal NMOs under 24-hour glucose deprivation (right), based on the immunofluorescence images in Figures 7g and i.

**Supplementary Fig. 8 (a)** Table showing clinical information of individuals classified as healthy controls or patients with GNE myopathy. **(b)** Principal component analysis (PCA) of publicly available transcriptomic data from skeletal muscle biopsies of GNE myopathy patients (GSE12648). Samples are colored by pathology stage (1–3) and shaped by clinical status (normal vs affected). PC1 separates samples largely according to pathology stage, with PC1\_low corresponding predominantly to normal samples and PC1\_high to affected samples (stages 2–3). **(c)** Volcano plot showing differentially expressed genes between PC1\_high and PC1\_low groups (top 3 samples per group). Genes upregulated in PC1\_high and PC1\_low are highlighted in red and blue, respectively, based on an adjusted  $P$  value  $< 0.05$ . **(d)** Gene Ontology (GO) enrichment analysis of differentially expressed genes between PC1\_high and PC1\_low samples, highlighting pathways associated with muscle development, cytoskeletal organization, RNA processing, and membrane-associated processes. **(e)** Gene set enrichment analysis (GSEA) demonstrating significant enrichment of autophagy- and lysosome-related pathways in PC1\_high samples, including vacuolar acidification, lysosome organization, lytic vacuole organization, lysosomal lumen acidification, vacuole organization, and macroautophagy. Normalized enrichment scores (NES) and false discovery rates (FDR) are indicated within each panel. **(f)** GSEA of integrin-mediated signaling pathways showing enrichment toward the PC1\_high end, indicating altered ECM–cell adhesion signaling in affected patient samples. **(g)** GSEA of collagen fibril organization, revealing strong enrichment in PC1\_high samples (NES = 2.06, FDR =  $3.7 \times 10^{-3}$ ), consistent with enhanced extracellular matrix production and remodeling in GNE patient muscle tissue.

How the deposited data were processed for this re-analysis (not part of the article)

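The deposited data analysed here are the gene expression values of 2 C2C12 libraries, 1 from WT and 1 from Gne KO cells. Conditions were taken from the sample descriptions and the paper. Protein, imaging, organoid and human data were not analysed here.

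The authors deposited 1 value per gene symbol and library, taken here as FPKM. The unit is not named with the values. It was inferred from column totals of 568543 and 574253, which differ between the libraries and so come from no unit with a fixed sum over these genes, and from steps between low values that follow transcript length. The methods describe trimming with TrimGalore, alignment to GRCm39 with STAR and quantification with RSEM, and the tool behind the deposited values is not named with them. Several gene symbols are older than those of current GRCm39 annotations. The design set before the data were examined allowed for counts, and because the values were FPKM no count model was used. The number of reads per library is unknown, so no counting interval is given. The most frequent ratio among low genes, 1.13, is an estimate of relative depth, for which the range of low values and the width of the bins were set after the values were seen.

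Of 21853 rows, 24 repeated a symbol, and the row with the higher mean was kept, which left 21829 genes. Fold changes were log2((KO + 1)/(WT + 1)), and genes with a mean of at least 1 FPKM were used, 10542 in all. A change of more than 2-fold means a log2 fold change beyond 1 in either direction. Genes were named if the paper names them for these cells or for the ECM, or if they were among the 5 largest rises or the 5 largest falls with a mean of at least 5 FPKM. Other named genes were chosen after their values were seen.

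Gene sets came from the mouse Reactome collection that accompanies the fgsea package. Of the 21829 symbols, 21264 were matched to its identifiers through a RefSeq gene table for GRCm38.p6, used for names only. Further lists, written before the data were examined, held autophagy genes from the paper's heatmaps, myogenic, sialic acid pathway, interferon-stimulated, TGF-beta and YAP target and Y-linked genes, and the collagen, laminin, integrin and sialyltransferase families by symbol. Itgb3bp fits the symbol pattern of the integrins but is not an integrin and was left out. For each list the median log2 fold change was placed among those of 10000 random lists matched on mean expression in 20 bins, drawn with replacement. No p-value across genes was computed, because genes are not replicates.

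Chromosome positions, transcript length and GC content came from GENCODE vM39 on GRCm39, for 10308 of the 10542 genes. Blocks of neighbouring genes with a shared change were found by binary segmentation of log2 fold changes limited to 2 in either direction, with at least 10 genes per block. The threshold was the largest statistic in 1000 shuffles of the genes over all positions. Neighbouring genes are those within 5 Mb on either side. Trends on GC content and length were removed with lowess smoothing over a span of 0.3. These settings were chosen after shifts along chromosomes had been seen in the values.

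The procedure was tested on simulated data made from the WT values. Of 200 planted changes, 200 were called in the planted direction, and 0 of 10161 unchanged genes were called. Of 200 random lists, 8 fell outside the 2.5 to 97.5 percentile range. A planted block of 106 genes was found as 1 block of 106 genes. The planted changes lay in genes with at least 5 FPKM in WT and were set beyond the 2-fold threshold. The simulated noise was smaller than the spread of the data, and the random lists were drawn gene by gene. Full recovery of the planted changes was therefore built in. These results check the code and not its sensitivity or false calls in the deposited data.

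The design set before the data were examined named scaling by the median of ratios as the main setting. The values were used as deposited instead, and this scaling was run as an alternative. The other alternatives set before the data were examined were pseudocounts of 0.1 and 5, no filter and a mean of at least 5 FPKM. Unmatched random lists and ECM sets without collagens were also among them. Correction for neighbouring genes, correction for GC content and length, leaving out the chromosome 8 block and leaving Myod1 out of the myogenic list were chosen after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.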

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

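The shuffling test with its window size and limit, the settings that define the blocks, the comparison of the block with the rest of chromosome 8, the comparison among myogenic genes, the limits that decide the GC and neighbour tests of the myogenic genes, and the points on the number of KO libraries were chosen after the results were seen.

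Genes on some chromosomes changed together, which the paper does not report. On chromosome 8 of GRCm39, the 118 genes past the filter from Lsm6 to Got2, between 79456724 and 96615190, had a median log2 fold change of -1.28 in the library labelled KO against WT. Of these genes 114 were lower and 81 were more than 2-fold lower, which is 22.4% of all genes more than 2-fold lower. The metallothionein genes Mt1 and Mt2, chosen after their values were seen, lie in this block. Mt1 fell from 4139 to 845 FPKM and Mt2 from 3651 to 577 FPKM, log2 fold changes of -2.29 and -2.66. After subtraction of the median of their neighbouring genes, -0.97, the values were -1.32 and -1.69, so the fall of both went beyond that of their neighbours. Genes of chromosome 8 beyond this block, from Cdh11 onward, had a median of 0.31. The proximal part of chromosome 9, up to 71678884, had a median of 0.32 and chromosome 10 of 0.30. The distal parts of chromosome 15, from 54878523, and of chromosome 16, from 38562414, had medians of -0.37 and -0.30.

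Chance arrangement of the genes is argued against by windows of 10 Mb, of which 27 of 245 had a median beyond 0.3 in either direction, against at most 4 in 1000 shuffles. GC content and transcript length as the whole cause are argued against by the chromosome 8 block, whose median was -1.29 after their trends were removed. Scaling of a library by 1 factor moves all genes alike, and the block differed from the rest of chromosome 8 by -1.39. A difference in DNA copy number between the lines is a candidate explanation. Before its test was computed, though after the block had been seen, the interquartile range inside the block was set to be at most 1.5 times that of all genes if copy number were the cause. The ratio was 1.59, so the condition set for this explanation was not met. The spread inside a block need not follow copy number, so missing this limit does not decide the question. The limit was applied to the chromosome 8 block only, and the other shifted stretches were not tested in this way. Copy number stays open as an explanation. A block made of several steps was not tested, and no DNA data were analysed here. Divergence of a single clone, independent of Gne, cannot be told apart from an effect of Gne, because there is 1 KO library.

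Among genes with a mean of at least 5 FPKM, the largest rises on the log2(value + 1) scale were Tmem176a, at 136 FPKM in the library labelled KO, Tmem176b at 217 FPKM, Plac8 at 29.8 FPKM, Col1a1 at 273 FPKM and Postn at 33.9 FPKM, in each case above the WT library. The largest falls were Stmn2, at 89.3 FPKM in the WT library, Igfbp2 at 60.05 FPKM, Myod1 at 59.97 FPKM, Igfbp5 at 85.9 FPKM and Igfbp3 at 37.2 FPKM. Igfbp2 and Igfbp5 are neighbours on chromosome 1. Igfbp2 and Myod1 are listed at 0 in the library labelled KO, and without counts a failed estimate is not excluded for them. The other 8 genes were each more than 2-fold changed after subtraction of the median of neighbouring genes and after removal of the trends on GC content and length. They had been picked for the size of their change, so this is given as a description. An exchange of the 2 libraries, which would reverse all directions, is not excluded by Gne itself.

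Several myogenic genes had lower values in the library labelled KO, which the paper does not report for these cells. Of the 9 myogenic genes past the filter on a list written before the data were examined, 5 were more than 2-fold lower and 1 was more than 2-fold higher, and the median of -1.03 lay below all 10000 random lists. The 5 include Myod1, whose 0 is open as above. Without Myod1, an alternative chosen after the data were seen, 4 of the other 8 genes were more than 2-fold lower and the median was -0.49, at percentile 0.15. The genes named next were chosen after their values were seen. Des fell from 97.6 to 3.84 FPKM, Cdh15 from 16.6 to 0.701 FPKM and Chrna1 from 15.3 to 0.917 FPKM. Myf5 rose from 9.14 to 20.3 FPKM and Tnnt2 was 25.4 and 26.4 FPKM. The Reactome set Myogenesis, over 17 genes, had a median of 0.11, at percentile 86.7, and Striated Muscle Contraction, over 9 genes, of -0.14, at percentile 13.0. Myogenesis had the same size and median as the Reactome set CDO in myogenesis, and 2 of its 17 genes were more than 2-fold lower. Among the 9 genes of the written list, the fall covers a part. A smaller share of myoblasts in a mixed culture would lower such genes alike, whereas Myf5 had a log2 fold change of 1.07. This value was taken as the highest among the myogenic genes, so it rests on 1 picked gene. It does not decide the question, which stays open. Myf5 lies on chromosome 10, and its log2 fold change was 0.72 after subtraction of the median of its neighbours. After removal of the trends on GC content and length, 5 of the 9 genes were more than 2-fold lower, against 3.28% of all genes. After subtraction of the median of neighbouring genes, 4 of the 9 were, against 2.65% of all genes. The gene that left this count was Tnnc1, at -1.03 before the subtraction. Without Myod1 these numbers were 4 of 8 and 3 of 8. The condition first set for this test was that the number should not drop at all, which 4 against 5 does not meet. It was loosened, after the count was seen, to more than 2 times what all genes give and more than 0.5 of the first number. Under the loosened condition the count argues against a copy number change shared with neighbouring genes as the whole cause. Under the first condition the count would have left that open. The list median went from -1.03 to -0.95 after the subtraction. Des, Cdh15 and Chrna1, on chromosomes 1, 8 and 2, kept -4.38, -3.71 and -3.01. For these genes the values argue against a copy number change shared with their neighbours as the whole cause. Myod1 kept -5.93, with its 0 open as above. A clonal difference independent of Gne and an effect of Gne cannot be told apart with 1 KO library.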

How the results depend on the processing

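Leaving out a replicate was not possible with 1 library per line. No paired analysis was possible because the result comes from no test and the groups share 1 replicate number. Normalization by TMM, total count scaling and the counting interval set for counts were not run, because the values were FPKM. A count was taken as moved beyond 1.5 times, the median of a list when it left the 95% order-statistic interval of its median, a percentile beyond 5 points, and a single gene beyond the interquartile range of all genes. The rules for percentiles and single genes were chosen after values had been seen.

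The counts of 299 higher and 362 lower genes became 102 and 176 with a pseudocount of 5, and 145 and 221 with a mean of at least 5 FPKM, where fewer genes were tested. The other alternatives kept both counts within 1.5 times. Scaling by the median of ratios used a factor of 0.996 and gave 298 and 365 genes, and a factor so close to 1 moves nearly nothing. Higher genes were 45.2% of the changed genes, and between 36.7% and 51.5% under the alternatives. The highest share was without the chromosome 8 block, an alternative chosen after the data were seen, where 298 genes were higher and 281 lower.

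The ECM sets kept a positive median under each alternative that was run. Without a filter, the median of extracellular matrix organization was 0.059, of collagen degradation 0.17, of integrin cell surface interactions 0.18 and of the collagen family 0.21. That of ECM proteoglycans was 0.031, against 0.49, which lies inside its wide interval. This alternative adds genes near 0, whose fold change is held near 0 by the pseudocount. Without collagens, the median was 0.095 for collagen formation, 0.072 for assembly of collagen fibrils, 0.095 for collagen biosynthesis and modifying enzymes and 0.039 for collagen degradation. Lama4 had a log2 fold change of 1.32 with a pseudocount of 0.1 and 0.22 with a pseudocount of 5, against 0.68, which shows that its call rests on the pseudocount.

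For small lists the interval spans nearly all members, so that a median inside it says little about stability. The myogenic median of -1.03 became -0.031 without a filter and -3.23 with a mean of at least 5 FPKM. The medians of 6 lists changed sign in 7 comparisons. With a mean of at least 5 FPKM, that of the interferon-stimulated list was -0.061, of Striated Muscle Contraction 0.057 and of the sialyltransferases -0.040. Without a filter, that of the sialyltransferases was -0.010 and of the laminins 0.027. After subtraction of the median of neighbouring genes, that of mTORC1-mediated signalling was -0.015 and of the genes of Supplementary Fig. 1e -0.0023. The cause was not tested.

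For single genes other than those named by the paper, 23 comparisons moved and 82 did not, and none reversed its direction. These comparisons included Igf2r, Col4a1 and Col4a2, which are not named elsewhere here. They did not include Igfbp2, Myod1, Casd1, Smim20, Deptor, Map1lc3a, Optn or Tnnt2. The 5 largest rises shared 1 gene with those under a pseudocount of 0.1 and all 5 with those under a pseudocount of 5, and the 5 largest falls shared 4 genes with those under either. All percentiles of lists stayed within 5 points when the random lists were not matched on expression. The unknown depth limits the genes near 0, for which no interval can be given.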

Differences from the paper's values

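The paper's real-time PCR in Fig. 5d and the RNA sequencing are different assays of the same 2 lines, and both are given as the ratio of KO to WT. For Col3a1 the paper shows about 4.8 in Fig. 5d, read by eye, and the deposited values gave 1.50. For Col6a1 the paper shows about 4.6 in Fig. 5d, read by eye, and the deposited values gave 1.43. For Col8a1 the paper shows about 4.3 in Fig. 5d, read by eye, and the deposited values gave 1.38. For Lama4 the paper shows about 21 in Fig. 5d, read by eye, and the deposited values gave 2.78. Scaling by the median of ratios gave 1.49, 1.42, 1.37 and 2.77, and did not close the gaps.

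The paper's bars for KO against WT in Fig. 5b count upregulated genes per Reactome set, and the gene set release and the calls behind them may differ from those used here, where a gene counted with a log2 fold change above 1 and, under a pseudocount of 0.1, the count for extracellular matrix organization rose from 12 to 15. The paper shows about 40 genes for ECM organization in Fig. 5b, read by eye, against 12 here. For collagen formation it shows about 20 in Fig. 5b, read by eye, against 8. For assembly of collagen fibrils it shows about 17 in Fig. 5b, read by eye, against 7. For collagen biosynthesis enzymes it shows about 16 in Fig. 5b, read by eye, against 7. For non-integrin membrane-ECM interactions it shows about 15 in Fig. 5b, read by eye, against 6, and for collagen degradation about 15 in Fig. 5b, read by eye, against 7. None of the alternatives set before the data were examined closed any of these gaps. Among them only a pseudocount of 0.1 and no filter could raise a count. The 2-fold threshold and the gene set release were not varied.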

Other observations

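For the ECM sets, correction for neighbouring genes and for GC content and length was chosen after the data were seen, with the limit of percentile 95 set before the corrected values were computed.

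The rise of ECM genes was compared with the shifts along chromosomes. After subtraction of the median of neighbouring genes, the median of extracellular matrix organization went from 0.15 to 0.12 and stayed at percentile 99.99, and that of collagen formation went from 0.36 to 0.20. These values argue against a copy number change shared with neighbouring genes as the whole cause of the rise. A change of copy number limited to few genes would not be removed by this subtraction and was not tested. Single genes differed. Col6a1, Col6a2 and Col18a1 lie together on chromosome 10 and kept 0.11, 0.077 and 0.099 of log2 fold changes of 0.51, 0.48 and 0.50, so that their rise may belong to the shift of chromosome 10. Col1a1 and Col6a3 kept 4.74 and 1.99. Col8a1, on chromosome 16, went from 0.45 to 0.81. After removal of the trends on GC content and length, extracellular matrix organization stayed at percentile 99.98. Divergence of a single clone, independent of Gne, cannot be told apart from an effect of Gne with 1 KO library.

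Among 759 Reactome sets with 10 to 500 genes past the filter, 16 had a median above all 10000 random lists, and all 9 ECM sets were among them. By the share of genes more than 2-fold higher, assembly of collagen fibrils ranked 3, collagen degradation 4 and collagen biosynthesis and modifying enzymes 5, while the large set of extracellular matrix organization ranked 49. The sets ranked 1 and 2 were scavenging by class A receptors and binding and uptake of ligands by scavenger receptors, with 4 of 11 and 7 of 21 genes. The median of the set ranked 1, 0.580476, is the log2 fold change of Col3a1, so this set need not be separate from the collagens. The members of these 2 sets were not compared with those of the ECM sets.

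For autophagy genes, list medians were near 0 over members that went both ways. The genes that the paper shows for human cells in Supplementary Fig. 1d had a median log2 fold change of -0.079 over 20 genes, at percentile 19.1 of random lists, and those of Supplementary Fig. 1e a median of 0.016 over 20 genes, at percentile 57.2. The genes of Fig. 1e had a median of -0.12 over 16 genes, at percentile 10.4. Single genes changed more, and those named here were chosen after their values were seen. Deptor, of Fig. 1e, fell from 19.1 to 7.04 FPKM, Map1lc3a, of Supplementary Fig. 1e, rose from 16.1 to 35.9 FPKM, and Optn, of the same panel, fell from 13.2 to 6.90 FPKM. The Reactome sets mTOR signalling and mTORC1-mediated signalling had medians of 0.034 and 0.041, at percentiles 64.8 and 63.0, with 0 genes more than 2-fold changed in either. PIP3 activates AKT signaling had a median of 0.13 over 54 genes, at percentile 99.3. These are RNA levels, and the paper's evidence in these cells is from proteins and their phosphorylation.

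Genes of the sialic acid pathway had a median of 0.12 over 7 genes, at percentile 79.3, and the Reactome set Sialic acid metabolism of 0.11, at percentile 86.2. Sialyltransferases had a median of 0.16 over 8 genes, at percentile 87.6, which turned negative without a filter and with a mean of at least 5 FPKM. Sphingolipid metabolism had a median of 0.094, at percentile 93.6. Casd1, chosen after its values were seen, was listed at 0 in the WT library and had 13.3 FPKM in the library labelled KO. It is 1 of 19 genes listed at 0 in WT and at 2 FPKM or more in the library labelled KO, and 16 genes showed the opposite. Smim20, also chosen after its values were seen, was listed at 0 and at 13.5 FPKM.

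The interferon-stimulated list had a median of 0.68 over 6 genes, at percentile 99.9, but of 0.091 without a filter and -0.061 with a mean of at least 5 FPKM, where its direction reversed, while the Reactome set for interferon alpha and beta signaling had a median of 0.047 over 11 genes, at percentile 63.6. TGF-beta and YAP targets had a median of 0.082 over 11 genes, at percentile 74.6, with 3 genes more than 2-fold higher. Cell Cycle had a median of -0.015 over 432 genes, at percentile 7.94. The laminin and integrin families had medians of -0.045 and 0.19, at percentiles 36.2 and 93.9, and the collagen family of 0.78, above all random lists. The ECM genes named by the paper had a median of 0.55 over the 4 past the filter, at percentile 99.7. The 4 Y-linked genes were listed at 0 in both libraries. After subtraction of the median of neighbouring genes, the collagen family had a median of 0.67 and the ECM genes named by the paper of 0.545. After removal of the trends on GC content and length, these medians were 0.73 and 0.563. Beyond such corrections, no explanation was tested for the lists of this paragraph.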
